# Differential inflammatory responses of the native left and right ventricle associated with donor heart preservation

**DOI:** 10.14814/phy2.15004

**Published:** 2021-08-26

**Authors:** Ienglam Lei, Wei Huang, Peter A. Ward, Jordan S. Pober, George Tellides, Gorav Ailawadi, Francis D. Pagani, Andrew P. Landstrom, Zhong Wang, Richard M. Mortensen, Marilia Cascalho, Jeffrey Platt, Yuqing Eugene Chen, Hugo Yu Kor Lam, Paul C. Tang

**Keywords:** contractile function, inflammation, ischemia, myocardial biology, transplantation

## Abstract

**Background:**

Dysfunction and inflammation of hearts subjected to cold ischemic preservation may differ between left and right ventricles, suggesting distinct strategies for amelioration.

**Methods and Results:**

Explanted murine hearts subjected to cold ischemia for 0, 4, or 8 h in preservation solution were assessed for function during 60 min of warm perfusion and then analyzed for cell death and inflammation by immunohistochemistry and western blotting and total RNA sequencing. Increased cold ischemic times led to greater left ventricle (LV) dysfunction compared to right ventricle (RV). The LV experienced greater cell death assessed by TUNEL^+^ cells and cleaved caspase‐3 expression (*n* = 4). While IL‐6 protein levels were upregulated in both LV and RV, IL‐1β, TNFα, IL‐10, and MyD88 were disproportionately increased in the LV. Inflammasome components (NOD‐, LRR‐, and pyrin domain‐containing protein 3 (NLRP3), adaptor molecule apoptosis‐associated speck‐like protein containing a CARD (ASC), cleaved caspase‐1) and products (cleaved IL‐1β and gasdermin D) were also more upregulated in the LV. Pathway analysis of RNA sequencing showed increased signaling related to tumor necrosis factor, interferon, and innate immunity with ex‐vivo ischemia, but no significant differences were found between the LV and RV. Human donor hearts showed comparable inflammatory responses to cold ischemia with greater LV increases of TNFα, IL‐10, and inflammasomes (*n* = 3).

**Conclusions:**

Mouse hearts subjected to cold ischemia showed time‐dependent contractile dysfunction and increased cell death, inflammatory cytokine expression and inflammasome expression that are greater in the LV than RV. However, IL‐6 protein elevations and altered transcriptional profiles were similar in both ventricles. Similar changes are observed in human hearts.

## 1 INTRODUCTION

Severe primary graft dysfunction (PGD) occurs in about 15% of patients following heart transplant and is related, in part, to cold ischemic preservation times. It remains the most common cause of early death with a 30‐day mortality of 30% (Kobashigawa et al., 2014). The precise molecular signaling pathways contributing to PGD are not well understood and targeted therapies remain elusive. The left and right cardiac chambers have distinct embryonic origins. The primary heart field gives rise to the left ventricle (LV), and the secondary heart field is the precursor to right ventricle (RV) (Voelkel et al., 2011). Biventricular changes following reperfusion of hearts that underwent cold storage for differing periods may not be uniform. We hypothesize that the left and right heart may differ in sensitivity to reperfusion injury using current cold preservation techniques.

Inflammatory processes activated during organ preservation with cold ischemia (CIS) likely contribute to impaired contraction (Fattahi & Ward, 2017; Kalbitz, Fattahi, Grailer, et al., 2016). Increased TNFα and IL‐6 expression, two key pro‐inflammatory cytokines, have been identified in human donor hearts that were not transplanted due to poor function (Birks, Burton, et al., 2000; Singh et al., 2019). Elevated serum IL‐6 in particular correlates with the occurrence of PGD in the postoperative period (Plenz et al., 2002). In sepsis, complement 5a and IL‐1β can inhibit cardiomyocyte ATPase expression (Kalbitz, Fattahi, Grailer, et al., 2016; Kalbitz, Fattahi, Herron, et al., 2016). Intensive activation of inflammatory pathways by cytokines may lead to cell death. For example, TNF signaling may induce apoptosis in some cell types and necroptosis in others (Choi et al., 2019). Inflammasome activation not only can contribute to activation and secretion of inflammatory cytokines‐like IL‐1b or IL‐18, but also can induce pyroptosis by cleavage and activation of the pore‐forming protein gasdermin D (Liu et al., 2016). Inflammatory pathways can additionally be activated by sensing of damage associated molecular pattern ligands (e.g., heat shock proteins, HMGB1) released by ischemic cardiac cells that signal through innate immune pathways, often involving the adaptor protein MyD88 (Arslan et al., 2011; Vilahur & Badimon, 2014). Thus, cell death may exacerbate inflammation, amplifying the response.

The pulmonary circulation has a much lower resistance so the adult RV can maintain a cardiac output equal to that of the LV at approximately a fifth of the energy cost (Dell'Italia & Walsh, 1988). Correspondingly, maximal sarcomere shortening in RV myocytes is significantly decreased compared with LV myocytes (Kondo et al., 2006). The adult RV therefore tolerates acute increases in afterload poorly. This may be exerted by increased pulmonary vascular resistance and/or back pressure from poor LV ejection (MacNee, 1994). Increased RV afterload was also reported with longer preservation times due to increased LV stiffness (Schroeder et al., 2018). Here we analyzed the left/right differences in the response of mouse hearts subjected to varying durations of CIS in preservation solution. It models the preservation of human donor hearts where isolated or biventricular dysfunction are a major source of transplantation morbidity and mortality (Kobashigawa et al., 2014).

## 2 METHODS

### 2.1 Experimental animal procedure

All experiments were approved by the Institutional Animal Care and Use Committee of the University of Michigan and were performed in accordance with the recommendations of the American Association for the Accreditation of Laboratory Animal Care. The isolated ex‐vivo perfusion mouse heart model was performed as previously described (DeWitt et al., 2016; Li et al., 2017) with modifications. Briefly, both male and female wild type C57BL/6J mice between 8–10 weeks of age were randomly assigned for the described experiments. Mice were heparinized (100 U, i.p.) 30 min before anesthesia with isoflurane. The heart was then dissected free and excised with care to avoid damage to the ascending aorta. A 30 gauge needle was engaged with the aorta for infusion of histidine‐tryptophan‐ketoglutarate (HTK) solution (7 ml) into the myocardium (HTK preservation solution was a gift from Essential Pharmaceuticals). The heart is then placed immediately on the ex‐vivo apparatus for reperfusion (0 h) or submerged and stored in cold HTK at 4°c for 4 and 8 h. At predesignated time points, murine hearts were retrieved and mounted on the ex‐vivo perfusion apparatus (ADInstruments). The heart was then perfused a constant pressure of 80 mm Hg with Krebs Henseleit (KH) buffer (118 mM NaCl, 25 mM NaHCO_3_, 5.3 mM KCl, 2.0 mM CaCl_2_, 1.2 mM MgSO_4_, 0.5 mM EDTA, 5.5 mM glucose, and 0.5 mM pyruvate, equilibrated with 95% O_2_ and 5% CO_2_, pH 7.4). After 30 min of equilibration, a balloon pressure transducer was inserted into the right ventricle through the right atrium. The balloon pressure transducer was connected to a bridge amplifier (Bridge Amp, ADInstruments, Inc) and recorded using Labchart pro (ADInstruments, Inc). Heart function was determined by calculating the steady state dp/dt for 20 min. After measurement of the RV cavitary pressures, the balloon is removed from the RV and then introduced into the LV through the left atrium of the same heart for evaluation of cavitary pressure. Baseline function was monitored at an end diastolic pressure (EDP) of 5–10 mm Hg by adjusting ballon volume. The balloon for measurement of intracavitary pressure on the small murine hearts are fabricated from water and corn syrup over dried pasta, and then allowed to set as previously described by Miller et al (Miller & Wright, 2011). After a total of 60 min of perfusion, LV and RV tissue was collected for analysis.

### 2.2 Procurement of human donor heart

Approval for this study was obtained from the University of Michigan Institutional Review Board (HUM00131275). Three human donor hearts from deceased brain death donors were procured as per standard clinical protocols from the Gift of Life Michigan (GOLM) organ procurement facility following cardioplegic arrest with 2 L of 4°C histidine‐tryptophan‐ketoglutarate (HTK) solution (HTK preservation solution was a gift from Essential Pharmaceuticals) were infused into the aortic root. The donor heart is then excised for analysis. Myocardial biopsies (~5 mm^3^) of LV and RV free wall were biopsied immediately after cardioplegic arrest (0 h) as well as after 4 hours (4 h) and 8 hours (8 h) of cold storage in a cooler containing ice. The donors had an average age of 55 years, two expired from intracranial hemorrhage, one died from hypoxic brain injury, and one donor had LV hypertrophy.

### 2.3 RNA‐seq

Total RNA was extracted from the LV and RV tissues using Trizol (ThermoFisher) following manufacture's protocol. The total RNA was treated with DNAse Turbo (ThermoFisher) to remove genomic DNA. RNA quality was assessed using Agilent Bioanalyzer Nano RNA Chip (Agilent). Total RNA of 1 μg (RIN > 8) was used to prepare the sequencing library using NEBNext Stranded RNA Kit (New England Biolabs, Ipswich, Massachusetts) with mRNA selection module. The library was sequenced on illumina Nova seq (paired end, 50 base pair) at the Sequencing Core of University of Michigan (Illumina). An average of 40 M reads per sample is obtained. The aforementioned RNA‐seq analysis for the mice ex‐vivo heart perfusion data were also performed on the HypaHub's big data analytics platform for reproducibility. The raw RNA‐seq data were deposit to NCBI GEO with accession number GSE174342.

### 2.4 RNA‐seq data analysis

RNA‐seq data were quantified using Kallisto (Version 0.43.0) with default parameters using the GRCm38 reference. The estimated transcript counts were exported by tximport for Deseq2 analysis. Differential expression genes (DEGs) were then identified using Deseq2 default setting. DEGs were used for GO analysis using panther classification system and GSEA with prerank settings.

### 2.5 Immunostaining and TUNEL staining

The staining studies were performed as previously described (Lei et al., 2020). Briefly, the mice hearts after ex‐vivo perfusion were fixed in zinc fixative solution (BD Biosciences) and embedded with Optimal Cutting Temperature compound at −70°CC and sectioned into 7 μm slides using cryostat. For immunofluorescence, the sections were blocked with 5% bovine serum albumin, and incubated with anti‐Cleaved Caspase‐1 antibody (1:50 dilution, Cell Signaling Technology, Boston Massachusetts) at 4ºC overnight, after three wash of phosphate buffered saline, 2nd antibody conjugate with 594 was applied for 1 h. The sections were mounted with anti‐fade mounting medium for image evaluation. The TUNEL staining procedure was performed according to manufacturer's protocol (Sigma 11684795910). For quantification, sections were obtained both at the basal and toward the apical area of the murine heart. Under 200x magnification, we evaluated three separate high‐powered fields from each of the basal and apical areas for a total of six fields assessed per ventricle. Following enumeration of TUNEL positive cells, it was expressed as a percentage of total number of cells in the high‐powered field. An average percentage of TUNEL positive staining cells was obtained for each ventricle.

### 2.6 Western blot

Proteins were extracted in lysis buffer followed by centrifugation at 4°C for 15 min at 12,000 rpm. Protein concentration was measured by Bradford protein assay and 40 µg of total protein was separated by SDS‐PAGE and then transferred to PVDF membranes. The membranes were blocked with 5% nonfat dry milk for 1 h at room temperature and then incubated with primary antibodies overnight at 4°C. After three washings with tris‐buffered saline and Tween (TBST), the membranes were incubated with secondary antibody in TBST solution for 1 h at room temperature. After three washings, the membranes were scanned and quantified by Odyssey CLx Imaging System (LI‐COR Biosciences). Primary antibodies utilized include α‐tubulin (Cell Signaling Technology, Boston Massachusetts), IL‐1β (ABclonal), cleaved IL‐1β‐p17 (ABclonal), MyD88 (ABclonal), NLRP3 (ABclonal), ASC (ABclonal), cleaved caspase‐1 (p20) (Cell Signaling Technology), cleaved caspase‐3 (ABclonal), TNFα (ABclonal), IL‐6 (ABclonal), IL‐10 (ABclonal), and MCP1 (ABclonal).

### 2.7 Statistical analysis

GraphPad Prism Software (version 8, Graphpad) was used for statistical analysis. Data were expressed as the mean ± SD. Statistical comparisons between two groups were performed by Wilcoxon Rank Sum or Student's *t*‐test, and more than two groups were performed by Kruskal–Wallis test or two‐way ANOVA followed by post hoc Tukey comparison. Groups were considered significantly different at *p* < 0.05.

## 3 RESULTS

### 3.1 The murine left ventricle had poorer functional recovery and greater cell death following ex‐vivo reperfusion that increased with duration of cold ischemic time

To ensure the LV and RV coronary perfusion were comparable in different assays, we maintained the ex‐vivo cardiac perfusion pressures at 70–80 mm Hg range (Online Figure 1a). Heart function (dp/dt) was calculated based on systolic and diastolic pressures (Online Figure 1b,c). At 0 h, the LV exhibited stronger contraction (4583.8 ± 583.3 vs. 3079.6 ± 227.5 mm Hg/s, *p *< 0.001, Figure 1a) and relaxation (−2718.7 ± 505.8 vs. −2138.9 ± 217.2 mm Hg/s, *p *= 0.027, Figure 1b) compared with the RV as expected. The respective baseline (0 h) LV contractility and relaxation were higher at about 148.8% and 127.1% of the respective RV measurements. After 8 h of CIS however, the difference in LV versus RV contractility (1043.5 ± 678.9 vs. 963.2 ± 304.1 mm Hg/s, *p *= 0.981) and relaxation (−822.6 ± 515.8 vs. −668.8 ± 204.3 mm Hg/s, *p *= 0.793) was no longer present (Figure 1a,b). At 8 h, the contractility and relaxation in the LV were 22.8% and 30.3% of LV baseline while for the RV it was 31.3% and 31.3%, respectively of RV baseline. When examining intracavitary pressures as a ratio of 8 over 0 hours, contractility (Max dp/dt) ratio was lower in the LV compared to RV (Online Figure 2a, 0.211 vs. 0.331, *p *= 0.037) but there was no difference in relaxation (Min dp/dt, Online Figure 2b, 0.28 vs. 0.33, *p *= 0.464). This indicates that the LV had a greater degradation in cardiac function compared with the RV after CIS for 8 h.

**FIGURE 1:**
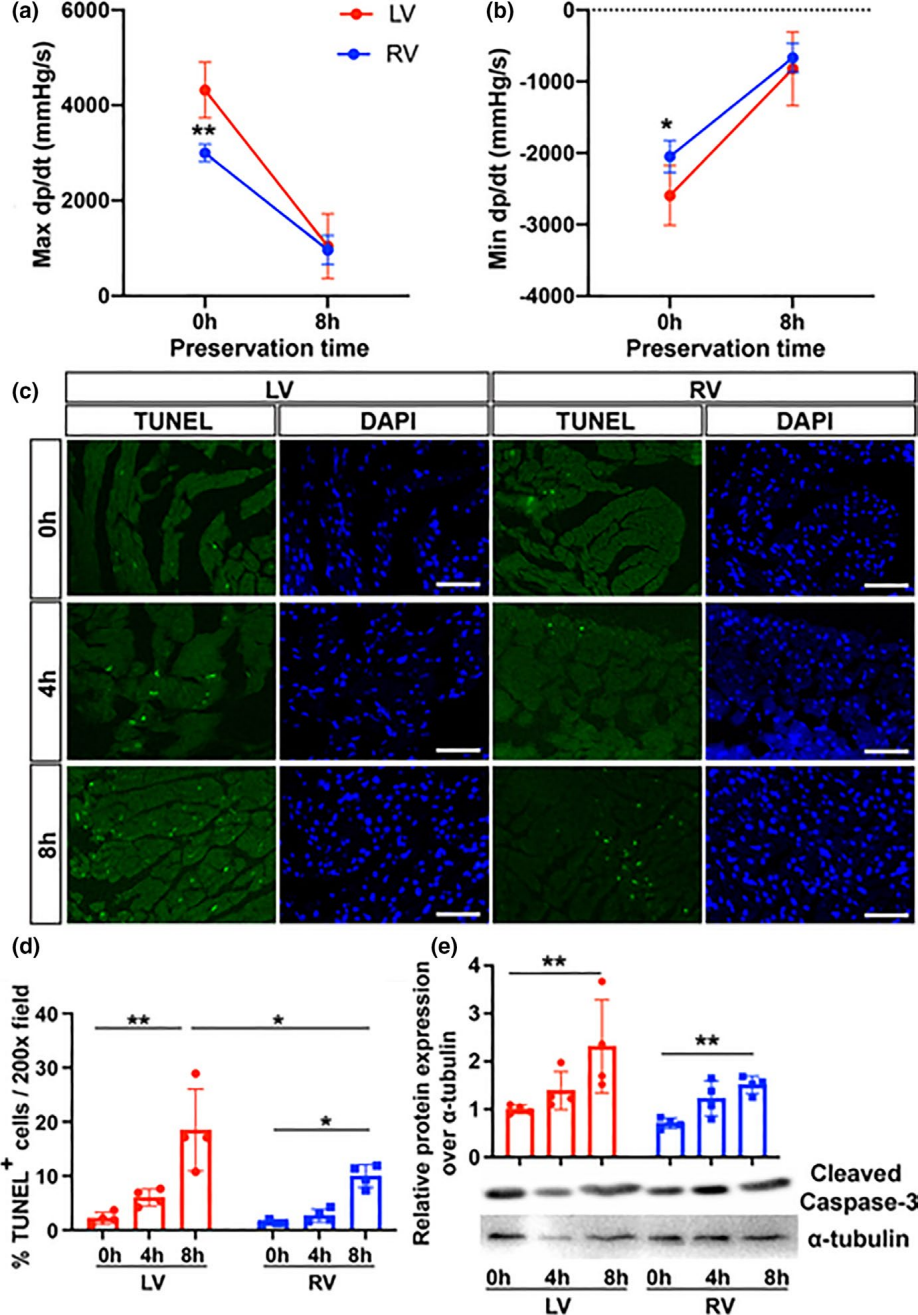
LV show worse function and more cell death during preservation. Murine donor hearts preserved in HTK with subsequent ex‐vivo reperfusion. Balloon transduced intracavitary pressures from the LV (red) and RV (blue) after 0 and 8 h of preservation demonstrating: (a) contractility (maximum dp/dt) and (b) relaxation (minimum dp/dt). n = 10–11 at each time point. (c) Representative images of TUNEL+cells (green) shown at 0, 4, and 8 h preservation in the LV and RV with DAPI (blue) staining. Magnification 200x. Scale bar 50 μm. (d) Quantification of percent TUNEL^+^ cells per average high‐ powered field (n = 4 per time point). (e) Western blot of cleaved caspase‐3 expression after 0, 4, and 8 h of preservation with reperfusion in the LV and RV. **p < 0.001, *p < 0.05, Kruskal–Wallis test or ANOVA with Tukey post hoc. LV, left ventricle; RV, right ventricle

**FIGURE 2:**
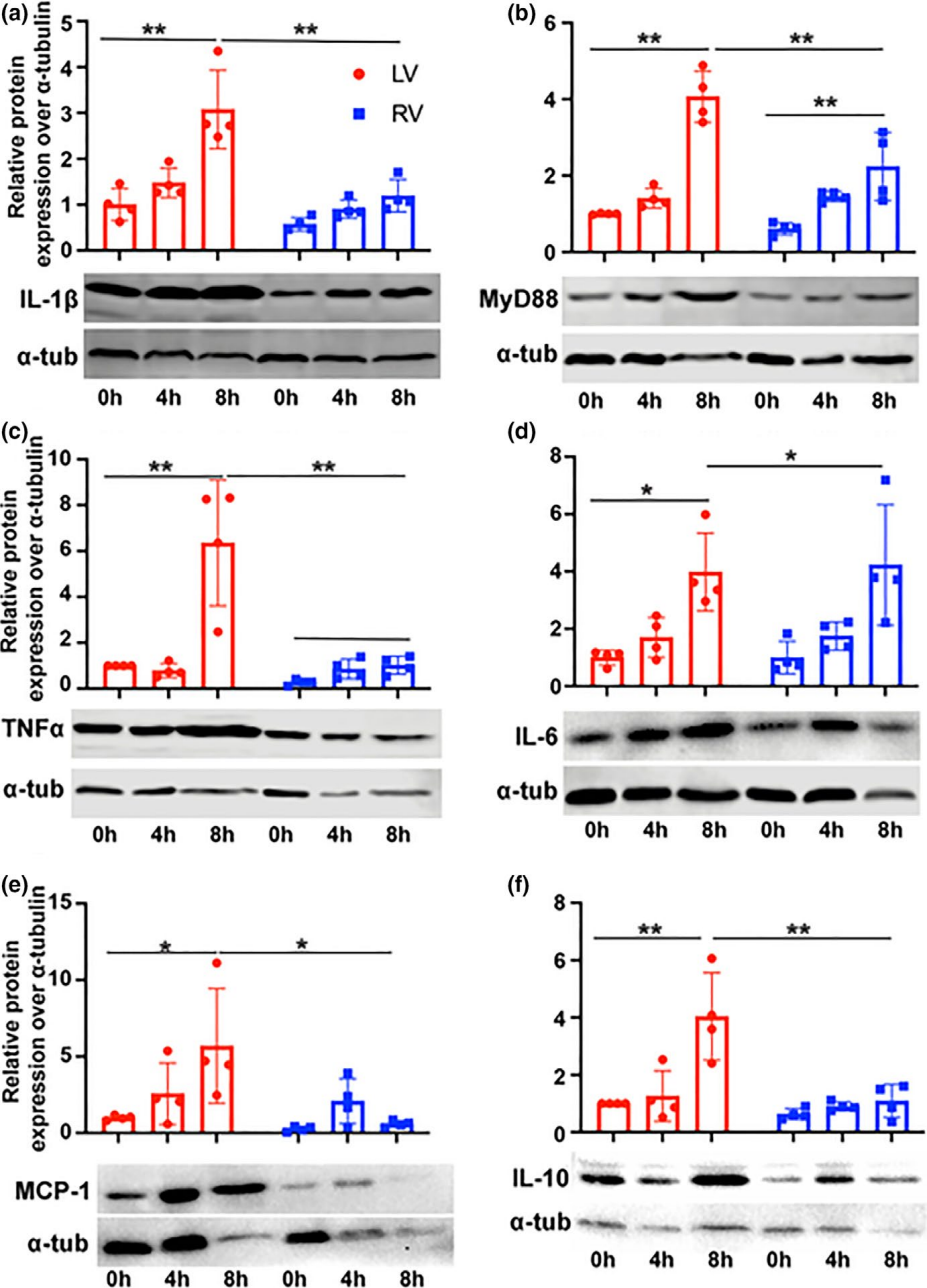
Inflammatory mediator expression is greater in the LV. Western blot analysis of murine LV and RV samples following ex‐vivo perfusion with preservation at 0, 4, and 8 h to determine protein expression of (a) IL1β, (b) MyD88, (c) TNFα, (d) IL‐6, (e) MCP1, and (f) IL‐10. n = 4 per time point. **p < 0.001, *p < 0.05, Kruskal–Wallis test or ANOVA with Tukey post hoc, Relative fold change are normalized to 0 h. LV, left ventricle; RV, right ventricle

TUNEL staining showed that ex‐vivo perfusion after progressively longer periods of CIS at 0, 4, and 8 h showed greater cell death in both the LV and RV. However, cell death was more numerous in the LV (Figure 1c). In the LV (Figure 1d), the average % of TUNEL +* *cells per 200x power field progressively increased from baseline (2.2 ± 1.1%) to 8 h (18.5 ± 7.6%, *p *< 0.001). Similarly, TUNEL^+^ cells increased in the RV from baseline (1.4 ± 0.4%) to 8 h (10.0 ± 2.1%, *p* = 0.020). Percentage of TUNEL^+^ cells was greater in LV compared to RV after 8 h CIS (*p* = 0.021). We also observed that the expression of cell death marker cleaved caspase‐3 expression increased (Figure 1e) with increasing CIS time in the LV (2.3 at 8 h vs. 1.0 at baseline, *p* = 0.009) and RV (1.5 at 8 h vs. 0.7 at baseline, *p* = 0.001). The results suggest that decrease in LV function with increasing CIS‐reperfusion time is associated with greater cell death in the LV compared to the RV.

### 3.2 Increased expression of inflammatory mediator proteins in the murine left ventricle compared with right ventricle after preservation with reperfusion

Next, we asked whether increased CIS time with reperfusion would induce inflammatory protein responses. Results showed that inflammatory protein expression was increased in the LV at 8 h compared with baseline for IL‐1β (3.1 vs. 1.0, *p* < 0.001), MyD88 (4.1 vs. 1.0, *p* < 0.001), TNFα (6.4 vs. 1.0, *p* < 0.001), IL‐6 (4.0 vs. 1.0, *p* = 0.014), MCP1 (5.7 vs. 1, *p* = 0.022), and IL‐10 (4.0 vs. 1, *p* < 0.001, Figure 2a–d). Of these mediators, only MyD88 (2.2 vs. 0.6, *p* = 0.002), and IL‐6 (4.2 vs. 1.0, *p *= 0.007, Figure 2b,d) were increased in the RV following 8 h CIS‐reperfusion. However, RV expression of IL‐1β (1.2 vs. 0.6, *p *= 0.600), TNFα (1.0 vs. 0.3, *p* = 0.937), MCP1 (0.6 vs. 0.3, *p* = 0.999), and IL‐10 (1.1 vs. 0.6, *p* = 0.957) were not significantly elevated at 8 h compared to baseline. Comparing LV and RV at 8 h, respective expression of IL‐1β (3.1 vs. 1.2, *p* < 0.001), MyD88 (4.1 vs. 2.2, *p* < 0.001), TNFα (6.4 vs. 1.0, *p* < 0.001), MCP1 (5.7 vs. 0.6, *p* = 0.011), and IL‐10 (4.0 vs. 1.1, *p* < 0.001) was higher in the LV (Figure 2a–c, 2e‐f). We found no difference in the expression of IL‐6 (4.0 vs. 4.2, *p *= 0.999) at 8 h between the LV and RV (Figure 2d). Our results suggest that inflammatory mediators and innate immune components were preferentially increased with CIS in the LV compared with the RV during CIS‐reperfusion. Accordingly, increased anti‐inflammatory cytokine IL‐10 expression in the LV likely acts to modulate inflammation. However, IL‐6 was equally upregulated in the LV and RV of murine hearts. These results suggest that inflammation responses due to CIS are differentially regulated in the LV and RV.

### 3.3 Inflammasome expression following reperfusion is more prominent in the murine left ventricle

Because IL‐1β, TNFα (McGeough et al., 2017), and MyD88 (Chilton et al., 2012) controls the inflammasome, we asked if their increased LV expression was associated with increase inflammasome component expression. Compared with baseline 0 h in the LV, 8 h CIS increased the expression of Nlrp3 (1.9 vs. 1.0, *p* = 0.046), ASC (2.7 vs. 1.0, *p* < 0.001), caspase‐1 p20 (4.0 vs. 1.0, *p* = 0.007), p17‐IL‐1β (2.9 vs. 1.0, *p* = 0.031), and cleaved N terminal‐Gastrodermin D (N‐GSDMD, 2.8 vs. 1.0, *p* = 0.003) (Figure 3a–e). In the RV, while there was an 8 h increase in ASC expression (1.7 vs. 0.6, *p *= 0.037), there was no difference in the expression of Nlrp3 (1.0 vs. 0.7, *p *= 0.950), caspase‐1 p20 (1.7 vs. 1.0, *p *= 0.840), p17‐IL‐1β (1.1 vs. 0.7, *p *= 0.968), and cleaved N‐GSDMD (0.7 vs. 0.4, *p *= 0.974, Figure 3a–e). At 8 h, the LV had greater expression of Nlrp3 (1.9 vs. 1.0, *p *= 0.038), ASC (2.7 vs. 1.6, *p* = 0.032), caspase‐1 p20 (4.0 vs. 1.7, *p* = 0.047), cleaved p17‐IL‐1β (2.9 vs. 1.1, *p* = 0.039) as well as cleaved N‐GSDMD (2.8 vs. 0.7, *p* = 0.001). Immunohistochemistry showed prominent expression of cleaved caspase‐1 (p20) at 8 h in LV cardiomyocytes with much less expression in the RV at the same time point (Figure 3d). Therefore, increased CIS with reperfusion increases expression of inflammasome components in LV cardiomyocytes.

**FIGURE 3:**
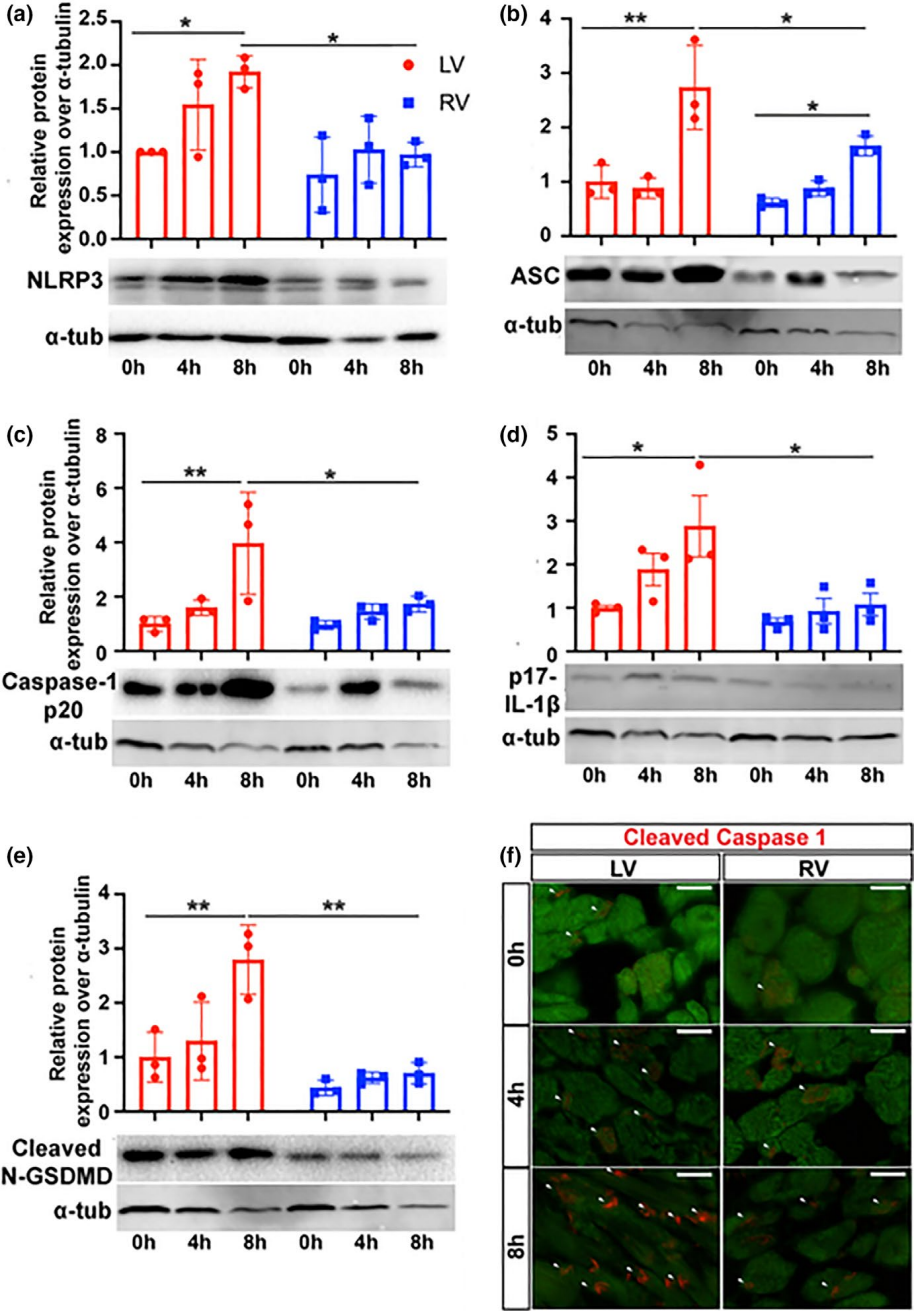
LV exhibit greater inflammasome activation. Western blot analysis of murine LV and RV samples following reperfusion with preservation at 0, 4, and 8 h to determine protein expression of inflammasome components (a) Nlrp3, (b) ASC, (c) cleaved Caspase‐1 p20, (d) p17‐IL‐1β, and (e) cleaved N‐GSDMD. n=3 per time point. **p < 0.001, *p < 0.05, Kruskal–Wallis test or ANOVA with Tukey post hoc, relative fold change are normalized to LV 0 h. (f) Immunohistochemistry for cleaved caspase‐1 (red) and troponin (green) in the LV and RV following preservation for 0, 4, and 8 h with reperfusion. White arrows indicate positive cleaved caspase‐1 staining (red). Magnification 400x. Scale bar 20 μm. LV, left ventricle; RV, right ventricle

### 3.4 The left ventricle of human hearts also demonstrates preferential inflammatory responses during static cold preservation

To examine whether inflammation changes following CIS‐reperfusion are conserved between human and mice heart with CIS, we examined human donor hearts during CIS storage (Figure 4a‐b). We show greater inflammasome formation at 8 h compared with baseline in the LV with increased expression of NLRP3 (2.3 vs. 1.0, *p* = 0.036) and cleaved p17‐IL‐1β (2.2 vs. 0.1, *p* = 0.041). Other cytokines and chemokines (Figure 4c‐f) in the human LV were also elevated at 8 h compared with baseline such as TNFα (2.6 vs. 1.0, *p* = 0.026), IL‐6 (2.1 vs 1.0, *p* = 0.030), and IL‐10 (2.2 vs. 1.0, *p* = 0.062). In contrast, the RV had relatively unchanged inflammatory mediator expression with no change at 8 h of CIS compared to baseline for NLRP3 (*p* = 0.174), cleaved p17‐IL‐1β (*p* = 0.811), TNFα (*p* = 0.749), IL‐6 (*p* = 0.259), MCP1 (*p* > 0.999), and IL‐10 (*p* = 0.985). Compared with the RV, the human LV had significantly higher expression of NLRP3 (2.3 vs. 1.4, *p* = 0.036), cleaved p17‐IL‐1β (2.2 vs. 1.0, *p* = 0.042), MCP1 (2.2 vs. 0.6, *p* = 0.011), and IL‐10 (1.6 vs. 0.7, *p* = 0.011) after 8 h CIS. There was no difference in TNFα (2.6 vs. 1.3, *p* = 0.091) or IL‐6 (2.1 vs. 1.6, *p* = 0.625) expression in the human LV and RV at 8 h CIS‐reperfusion. The results indicate that like in CIS‐reperfused murine hearts, static CIS of human hearts‐ induced preferential expression of inflammatory mediators in the LV.

**FIGURE 4:**
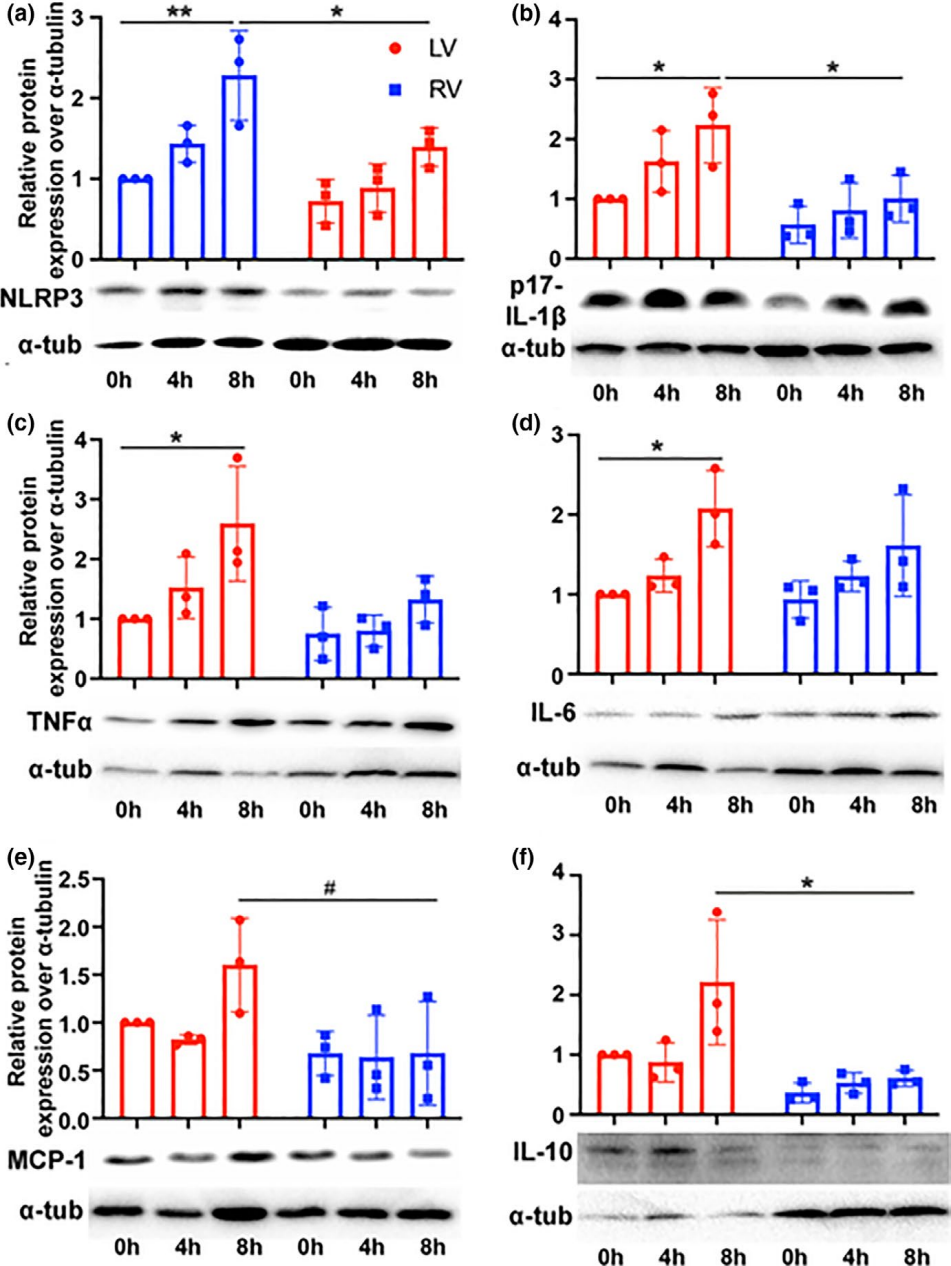
Human donor hearts also show more pronounced inflammatory response in the LV with preservation. Human LV and RV were preserved with cold HTK and biopsied at 0, 4, and 8 h in the same donor heart. Western blot show the LV and RV expression of (a) Nlrp3, (b) IL‐1β, (c) TNFα, (d) IL‐6, (e) MCP1, and (f) IL‐10. **p < 0.001, *p < 0.05, ^#^ *p* < 0.1 Kruskal–Wallis test or ANOVA with Tukey posthoc, LV, left ventricle; RV, right ventricle

### 3.5 Native murine left and right ventricle show progressive immune transcript expression after cold ischemic preservation followed by ex‐vivo reperfusion

To further examine the transcriptional response of murine donor hearts to CIS with reperfusion, we performed transcriptomic analysis of LV and RV after reperfusion with different storage times. 

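RNA from LV and RV was sequenced in 18 libraries, 3 for each ventricle and storage time, after 0, 4, or 8 h of cold storage and 60 min of reperfusion. For each library the authors deposited the estimated count of every transcript, obtained by pseudoalignment of the reads to GRCm38 transcripts and not normalized between libraries. The estimated counts of 110203 of the 111462 transcripts were summed to 34989 genes of the GENCODE mouse annotation and rounded to whole numbers. Reads that fit transcripts of several genes had been divided between them, so that counts of close paralogs, such as those of the Ifit and Oas families, are less certain than their depth implies. The libraries held between 22552581 and 46236771 estimated counts. The medians in LV were 29889176 after 0 h, 30106238 after 4 h, and 30966368 after 8 h of storage, and those in RV were 29943848, 30018964, and 28792181. Genes of the mitochondrial genome took between 22.7% and 34.4% of the counts.
Expression was compared with edgeR's quasi-likelihood test after TMM normalization, with the 9 libraries of a ventricle in 1 model. A gene was called differentially expressed when its Benjamini-Hochberg adjusted p was under 0.1 and its fold change over 1.5, the thresholds of the paper. The test covered 14564 genes in LV and 14622 in RV. Levels are given as CPM of the TMM-adjusted library size. On simulated counts of 9 libraries, the test called 93.5% of the 200 genes that had been given a change, and 12.6% of its calls were genes given none. The given changes were all well above 1.5-fold, in genes above a set level, and the simulated libraries shared no deviations. The share called thus does not hold for smaller changes or for libraries that deviate together.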

Differential gene expression (DGE, abs (fold change) >1.5, padj <0.1) was identified when comparing 4 or 8 versus 0 h in both LV and RV using DESeq2 (Figure 5a,b; Online Table S1). 

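After 4 h of storage with reperfusion, 349 higher and 58 lower genes were called in LV and 902 higher and 572 lower genes in RV. After 8 h, 795 higher and 183 lower genes were called in LV and 1896 higher and 769 lower genes in RV. Without adjustment for multiple testing, 2271 genes in LV and 3142 in RV had a p under 0.05 after 4 h, and 3396 and 4500 after 8 h, where chance alone would give 728 and 731. Libraries with the same replicate number at different storage times of a ventricle shared part of their deviation from the group means, with a mean Pearson correlation of 0.23 across genes against -0.11 for libraries with other numbers. The correlation differed between comparisons. Between 0 h and the stored libraries it was 0.13 at 4 h and 0.026 at 8 h in LV, and 0.17 and 0.22 in RV, so that little was shared in LV at 8 h. With the replicate number as a replicate block, the counts rose to 562 higher and 100 lower genes after 4 h and 1179 higher and 361 lower after 8 h in LV, and to 1236 higher and 790 lower after 4 h and 2260 higher and 1288 lower after 8 h in RV. The counts also depended on single libraries. Across the 9 fits that each left out 1 library of a ventricle, the number of higher genes ran from 14 to 669 after 4 h and from 130 to 1422 after 8 h in LV. In RV it ran from 235 to 1219 and from 1025 to 2625.
Genes called in the same direction at both storage times were ranked by their change at 8 h. The ranking took only genes of sufficient level and established name whose stored libraries all lay beyond every 0 h library. This left 178 of 300 higher and 16 of 28 lower genes in LV, and 593 of 843 and 124 of 366 in RV. Of these, the genes with the largest increases in LV were Cxcl10, Acod1, Ifit1, Oasl1, and Selp. Those with the largest decreases were Per3, Dbp, Per2, Meox2, and Sox4. In RV, the largest increases were those of Mx1, Cxcl10, Ifit1, Rsad2, and Cxcl9, and the largest decreases those of Dbp, Per3, Hspa12b, Egfl7, and Sox4. Cxcl10 (ENSMUSG00000034855.13; chromosome 5 of GRCm38, 92346638 to 92348889), which encodes an interferon-induced chemokine, had a level in LV of 12.2 ± 1.05 CPM (SD, n = 3) at 0 h, 440.1 ± 616 after 4 h, and 706 ± 828 after 8 h. Its log2 fold change in LV was 5.86 at 8 h (standard error 1.33; edgeR adjusted p = 0.0486, and 0.0167 with the block). All 6 stored libraries lay above every 0 h library, which the ranking required. The SD of Cxcl10 after storage exceeded its mean, because replicate 3 lay far above the others. Replicates 1, 2, and 3 in LV were at 86.5, 82.3, and 1152 CPM after 4 h and at 178, 281, and 1660 CPM after 8 h. Mx1 (ENSMUSG00000000386.15; chromosome 16 of GRCm38, 97447035 to 97462907), an interferon-induced GTPase gene, rose in RV from 0.842 ± 0.23 CPM at 0 h to 93.5 ± 125 CPM after 8 h. This was a log2 fold change of 6.79 (standard error 1.43; edgeR adjusted p = 0.0161, block 0.00118). Replicates 1, 2, and 3 of RV at 8 h were at 17.55, 24.69, and 238.3 CPM. Selp (ENSMUSG00000026580.16; chromosome 1 of GRCm38, 164115264 to 164150026), which encodes P-selectin, rose by 4.41 on the log2 scale after 4 h and 4.65 after 8 h in LV. The circadian clock gene Per3 (ENSMUSG00000028957.12; chromosome 4 of GRCm38, 151003652 to 151044665) fell in LV from 41.2 ± 14.9 CPM to 6.55 ± 1.14 CPM after 4 h and 7.52 ± 0.542 CPM after 8 h. Its log2 fold change was -2.45 at 8 h (standard error 0.27; edgeR adjusted p = 0.00511, block 0.00619).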

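In LV, 300 genes were higher and 28 lower at both 4 and 8 h than at 0 h, while 49 were higher only at 4 h and 495 only at 8 h. In RV, 843 genes were higher and 366 lower at both storage times, while 59 were higher only at 4 h and 1053 only at 8 h. With the replicate block, the genes in common numbered 489 higher and 46 lower in LV and 1168 higher and 530 lower in RV. Of the common genes, 279 higher and 19 lower genes were shared by LV and RV, against 17.4 and 0.714 for independent lists among the 14350 genes tested in both ventricles, and 451 and 31 were shared with the block. The log2 fold changes of LV and RV had a Pearson correlation of 0.88 at 4 h and 0.87 at 8 h across genes, which are not independent replicates. LV and RV libraries of the same number also deviated together from their group means, with a mean Pearson correlation across genes of 0.53. The overlaps and correlations may hold these shared deviations, which the numbers for independent lists leave out. Leaving out single libraries moved the common higher genes between 14 and 320 in LV and between 225 and 987 in RV.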

We performed Gene ontology (GO) pathway analysis on the common regulated genes in LV and RV, respectively. 

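The genes higher at both 4 and 8 h were tested for over-representation of Reactome pathways in place of GO terms, and of hand-written lists of interferon-induced and TNF-related genes, with Fisher's exact test (one-sided) and Benjamini-Hochberg adjustment over 9 sets. The background was the tested genes with a place in any Reactome set, 4987 in LV and 5009 in RV, or all tested genes for the hand-written lists. Innate Immune System held 24 of the 445 genes tested, 1.85-fold more than in the background (adjusted p = 0.00363) in LV, and 61 of the 447 genes tested, 1.90-fold more than in the background (adjusted p = 4.5e-07) in RV. TNF-related genes were over-represented 13.65-fold in LV (18 of 64 genes, adjusted p = 3.7e-15 from Fisher's exact test) and 8.94-fold in RV (33 genes, adjusted p = 2.0e-23). Interferon-induced genes were over-represented 3.64-fold in LV (6 of 80 genes, adjusted p = 0.00915 from the same test) and 6.94-fold in RV (32 genes, adjusted p = 8.7e-19). Interferon gamma signaling was over-represented 5.58-fold in LV and 4.34-fold in RV, and Cytokine Signaling in Immune system 4.13-fold and 3.40-fold. Of the 16 Inflammasomes genes tested, 1 was among the common higher genes of each ventricle (Fisher's exact test, adjusted p = 0.377 and 0.696). With the common genes taken from the fits with the replicate block, the over-representation was 1.83-fold in LV and 1.90-fold in RV for Innate Immune System, 10.24-fold and 7.43-fold for TNF-related genes, and 12.66-fold and 9.39-fold for interferon-induced genes. Inflammasomes, with 4 of its genes, then passed the threshold in RV (2.56-fold, Fisher's exact test, adjusted p = 0.0637) but not in LV (adjusted p = 0.505 from the same test).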

We found that the CIS‐reperfusion upregulated gene expression in several pathways in both ventricles including: Response of interferon‐beta/gamma, Regulation of TNF production, defense response, and innate immune response (Figure 5c,d). The enrichment of inflammatory responses after cold storage was further confirmed by gene set enrichment analysis (GSEA). This showed that genes related to innate immune response were highly expressed after 4 and 8 h of CIS‐reperfusion in both LV and RV (Figure 5e,f). However, these genes did not show enrichment in LV compared to RV in contrast to our observations at the protein level. This suggests that differential inflammatory responses between the LV and RV may occur via posttranslational modification mechanisms.

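All tested genes were ranked by the signed square root of the quasi-likelihood F, and gene sets were tested with pre-ranked enrichment in fgsea, with Benjamini-Hochberg adjustment over 8 sets. Innate Immune System, with 445 tested genes in LV and 447 in RV, had a normalized enrichment score (NES) in LV of 2.01 at 4 h and 2.00 at 8 h against 0 h (adjusted p = 7.2e-14 and 5.3e-13 from fgsea). In RV it was 2.07 and 2.12 (fgsea adjusted p = 2.0e-16 and 7.9e-19). With the replicate block in the ranking, given the correlation of same-numbered libraries across storage times, the NES were 1.94 and 1.93 in LV and 2.04 and 2.06 in RV. The permutation of genes in fgsea treats them as independent. The camera test, which allows for correlation between genes, gave adjusted p of 5.7e-04 and 0.00203 in LV and 7.0e-05 and 9.5e-05 in RV. The median log2 fold change of the set was small, 0.08 in LV and 0.15 in RV at 8 h, and 58 of its genes in LV and 113 in RV were called higher.
The 80 tested interferon-induced genes had an NES of 3.14 (3.17 with the block) at 4 h and 3.46 (3.37 with the block) at 8 h in LV, and of 2.95 (2.93 with the block) and 3.21 (3.17 with the block) in RV. Without the block, all of them were higher than at 0 h in each comparison, with median log2 fold changes of 2.62 and 3.44 in LV and 2.96 and 4.05 in RV. Adjusted over all genes, 6 of them were called by edgeR at 4 h and 56 at 8 h in LV, and 34 and 74 with the block. Adjusted over this list alone and without the block, 71 and 78 had an adjusted p under 0.1. The 64 tested TNF-related genes had an NES of 2.76 (2.74 with the block) at 4 h and 2.91 (2.77 with the block) at 8 h in LV, and of 2.75 (2.70 with the block) and 2.91 (2.89 with the block) in RV. There were 30 genes called higher in LV and 44 in RV at 8 h. Toll-Like Receptors Cascades had an NES at 8 h of 2.02 (1.90 with the block) in LV and 2.25 (2.09 with the block) in RV. Inflammasomes, with 16 genes, had an NES of 1.89 (1.88 with the block) in LV and 1.89 (2.04 with the block) in RV at 8 h. In RV at 4 h its NES was 1.36 (adjusted p = 0.111 from fgsea) without the block, which did not pass the threshold, and 1.51 (fgsea adjusted p = 0.0438) with it, which did. From the absence of enrichment in LV compared with RV, in contrast to the proteins, the paper proposes that the differential inflammatory response of the ventricles may arise through posttranslational mechanisms.

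**Figure D1:**
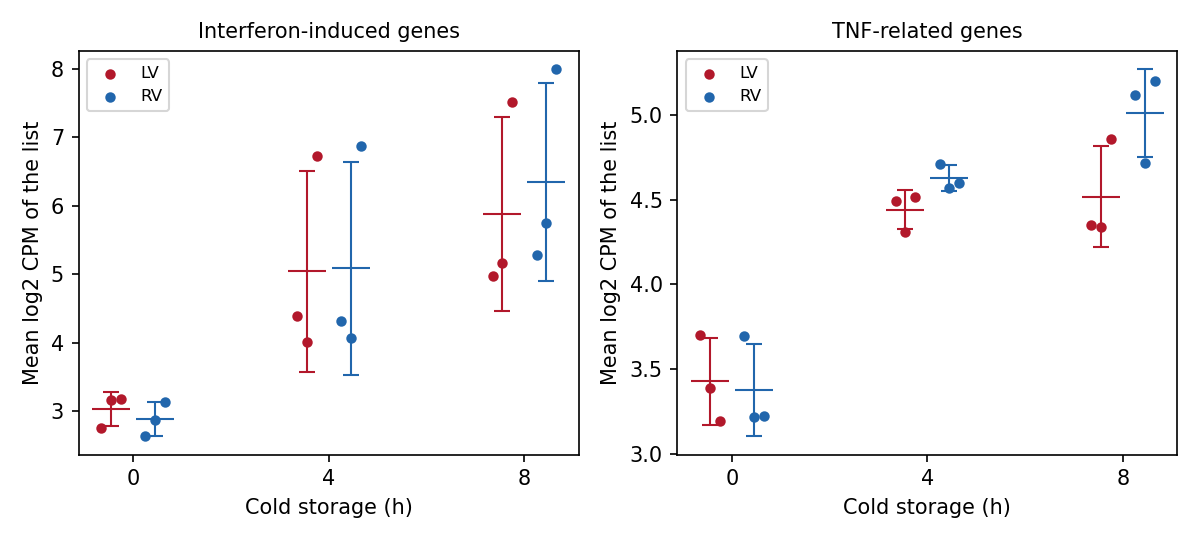
Mean log2 CPM of the interferon-induced genes and of the TNF-related genes in each library, by ventricle and hours of cold storage, with the group mean ± SD (n = 3 libraries). In both ventricles the group means after 4 and 8 h lie above that at 0 h. Stored libraries of the same group differ more in the interferon-induced genes than in the TNF-related genes.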

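LV and RV were compared directly in a model of all 18 libraries, which covered 15093 genes. Without pairing, 11 higher and 13 lower genes in LV than in RV were called at 0 h, 0 higher and 2 lower at 4 h, and 2 higher and 3 lower at 8 h. The change from 0 h differed between ventricles for 0 genes at 4 h and 0 genes at 8 h (158 and 628 genes at an unadjusted p under 0.05, against 755 by chance). LV and RV libraries with the same storage time and replicate number deviated together from their group means, with a mean Pearson correlation across genes of 0.53 against -0.26 for other numbers. Taken as 1 heart in a replicate block, they gave 126 higher and 153 lower genes in LV than in RV at 0 h, 126 higher and 165 lower at 4 h, and 339 higher and 986 lower at 8 h. In the paired model the change from 0 h to 4 h was larger in LV for 6 genes and larger in RV for 40, and the change from 0 h to 8 h was larger in LV for 150 genes and larger in RV for 712, counting a smaller fall as the larger change.
For Innate Immune System, a positive NES means higher in LV and a negative NES higher in RV. The NES of LV against RV was 1.10 (1.22 with the block) at 0 h, -1.5 (-1.72 with the block) at 4 h, and -1.71 (-1.97 with the block) at 8 h (fgsea adjusted p without the block = 0.363, 3.6e-04, and 8.2e-07). With the block the adjusted p from fgsea at 0 h was 0.0935, under the threshold of 0.1, toward LV. For the difference in the change from 0 h, the NES was -1.72 (-1.79 with the block) at 4 h and -1.85 (-1.99 with the block) at 8 h, with camera adjusted p of 0.0165 and 0.0031. Of the set's 451 genes, 39% were higher in LV than in RV at 8 h, with a median log2 difference of -0.10. The TNF-related genes had an NES of -2.75 (-2.78 with the block) for the difference in the change to 8 h, and the interferon-induced genes one of -2.46 (-3.04 with the block). The unpaired interferon result changed sign when a single library was left out and its same-numbered partner kept, with values from -3.28 to 2.28 across 18 fits. In the paired model, with 1 whole heart of 0 h or 8 h left out at a time, it kept its sign and ran from -3.27 to -2.69. With the block, the interferon-induced genes were higher in LV than in RV at 0 h (NES 2.18, fgsea adjusted p = 3.4e-06). At 8 h they were lower (NES -3.09). Part of their paired difference in the change therefore comes from an opposite difference at 0 h. Without the block the NES at 0 h was 1.06 (fgsea adjusted p = 0.538).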

**FIGURE 5:**
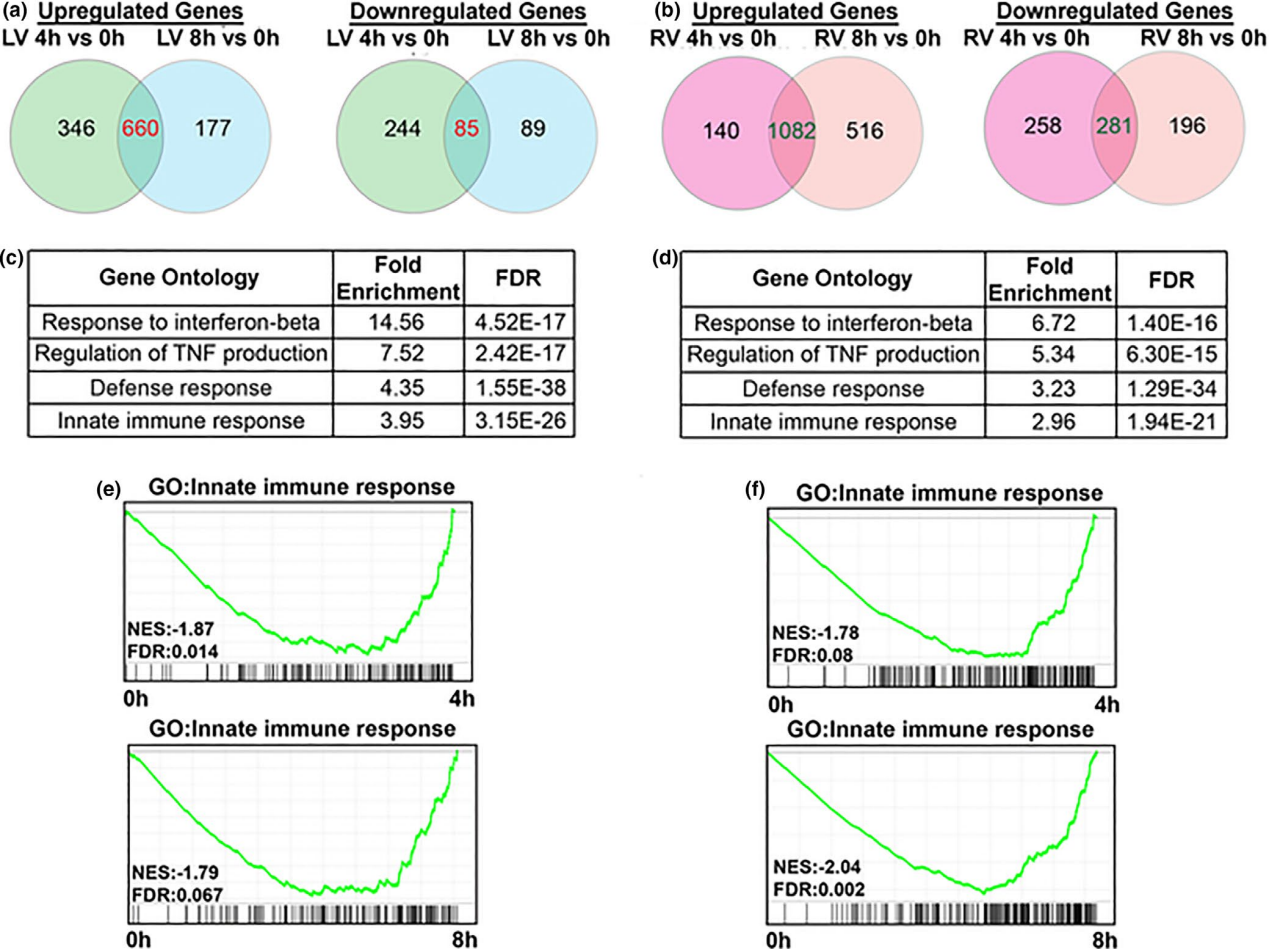
Inflammation response was transcriptionally activated in both murine LV and RV with cold preservation and reperfusion. (a) Venn diagram of upregulated and downregulated genes in LV show common regulated genes after 4 and 8 h storage followed by reperfusion. (b) Venn diagram of upregulated and downregulated genes in RV show common regulated genes after 4 and 8 h storage with reperfusion. GO analysis by panther classification system shows similar inflammation related GO gene sets were enriched in common upregulated genes of LV (c) and RV (d). Representative GSEA plot show that innate immune response gene set was enriched in LV (e) and RV (f) after 4 and 8 h preservation‐reperfusion compared to baseline 0 h. LV, left ventricle; RV, right ventricle; GO, Gene ontology

## 4 DISCUSSION

While many studies have examined the immunobiology of heart transplantation from the perspective of both acute and chronic rejection, there has been much less attention paid to the detrimental effects of PGD. The critical importance of PGD is apparent when considering it occurs in 2.3% to 28.2% of heart transplants and accounts for 66% of 30‐day mortalities following heart transplantation (Kobashigawa et al., 2014). This study reveals differential and shared time‐dependent inflammatory responses of the native right and left heart to cold storage.

The LV experiences greater inflammatory responses to preservation compared with the RV. This may be in part due to the unique embryonic origins of the left and right ventricle where divergent cellular responses to stress were also identified in other settings. For example, in response to pressure and volume overload, RV has a greater selective increase in expression of cardiac growth factors such as angiotensinogen (AGTN) and preproendothelin‐1 (ppET‐1) (Modesti et al., 2004). Our current study demonstrates a predictable decrease in cardiac contraction and relaxation associated with increased CIS preservation times. While the LV demonstrates a greater magnitude of LV contractile force and diastolic relaxation at baseline, it also experiences a greater decrease in these functions following prolonged preservation compared with the RV. This is accompanied by greater cell death in the LV.

Our analysis shows that with increasing CIS time with reperfusion, greater inflammatory mediator expression occurs in both the LV and RV. Unexpectedly, the LV shows a greater expression of key inflammatory cytokines, chemokines, and innate immune adaptor protein such as IL‐1β, TNFα, MCP1, and MyD88. However, IL‐6 showed similar upregulation in both the LV and RV. Interestingly, anti‐inflammatory cytokine IL‐10 expression was also preferentially increased in the LV with longer CIS time likely as a feedback mechanism for modulating inflammatory responses initiated by CIS‐reperfusion injury.

The inflammatory cytokines we examined are particularly relevant for cardiac PGD. TNFα signaling is recognized to mediate cell death (Wajant et al., 2003), and impair myocardial contractility (Goldhaber et al., 1996). TNFα expression in the donor RV myocardium correlated with the occurrence of PGD (Birks, Owen, et al., 2000). IL‐6 expression in chronic heart failure also correlated with poorer cardiac function and contributes to myocardial injury (Birks, Owen, et al., 2000). Monocyte chemoattractant protein 1 (MCP1) is a potent chemoattractant for monocytes and is upregulated in cardiac allografts early after clinical transplantation (Groot‐Kruseman et al., 2001; Rollins, 1996). MyD88 is a key innate immune adaptor protein (Vilahur & Badimon, 2014) which we show is induced with CIS storage with reperfusion. IL‐10 is an anti‐inflammatory cytokine that has been shown to modulate myocardial reperfusion injury by inhibiting TNFα and NO production, and reduces ischemia‐reperfusion associated inflammation to lessen LV dysfunction (Krishnamurthy et al., 2009; Yang et al., 2000).

Cold preservation increased the expression of inflammasome components preferentially in the LV. Inflammasome components IL‐1β, cleaved IL‐1β‐p17, Nlrp3, ASC, and cleaved caspase‐1 (p20) were increasingly upregulated with longer preservation times mainly in the LV. Correspondingly, we show that pyroptotic cell death mediator cleaved N‐GSDMD is selectively upregulated in LV. Staining confirmed greater expression of cleaved caspase‐1 in troponin positive cardiomyocytes in the LV following prolonged preservation. Indeed, IL‐1β expression and inflammasome formation has been shown to impair myocardial function in cardiomyopathy and sepsis settings (Bracey et al., 2013; Zhang et al., 2014). Dysregulation of intracellular calcium metabolism due to cytokine and complement signaling (Fattahi et al., 2018; Zhang et al., 2005) likely contributes to contractile dysfunction.

RNA sequencing in our study shows that both LV and RV had an inflammatory response (e.g., TNF and interferon pathway signaling) related to innate immune activation that is proportional to the duration of preservation time. 

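The step from 4 to 8 h of storage was tested directly. No gene was called in either ventricle at 8 h against 4 h, with 1180 genes in LV and 961 in RV at an unadjusted p under 0.05. With the replicate block, 1 lower gene was called in LV and 0 in RV, with 1838 and 2263 genes at an unadjusted p under 0.05. Same-numbered libraries at 4 and 8 h had a mean correlation across genes of 0.44 in LV and 0.42 in RV. Of the genes higher than at 0 h at both times, 77% in LV and 87.1% in RV had the larger fold change at 8 h. Of the genes lower at both times, only 42.9% in LV and 33.6% in RV had the larger decrease at 8 h. The interferon-induced genes had a median log2 fold change at 8 h against 4 h of 0.84 in LV (NES 2.81 (3.14 with the block); fgsea adjusted p = 2.4e-13) and 1.18 in RV (NES 3.22 (3.69 with the block); adjusted p = 2.7e-21). None of them was called as a single gene, and the NES ran from -2.39 to 3.72 in LV and from -1.02 to 3.79 in RV when single libraries were left out and their same-numbered partners kept. In each same-numbered pair of both ventricles, the mean of the list was higher at 8 h than at 4 h. The TNF-related genes had a median of 0.12 in LV (NES 1.06 (1.36 with the block); fgsea adjusted p = 0.462, and 0.0815 with the block, under the threshold of 0.1) and 0.38 in RV (NES 2.35 (2.50 with the block); adjusted p = 1.7e-07). Innate Immune System had an NES of -0.82 (1.02 with the block) in LV and 1.46 (1.49 with the block) in RV at 8 h against 4 h (fgsea adjusted p without the block = 0.966 and 0.00104), and camera gave an adjusted p of 0.156 in RV.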

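At the transcript level, 10 genes of proteins measured by western blot and staining were compared, namely Il1b, Myd88, Tnf, Il6, Ccl2 (MCP1), Il10, Nlrp3, Pycard (ASC), Casp1, and Gsdmd. At 8 h against 0 h, 9 of the 10 genes were higher in LV and 9 in RV, and edgeR called 5 in LV and 6 in RV when adjusted over all genes. The replicate block added Casp1 (edgeR adjusted p = 0.0272) in LV and Il1b, Tnf (0.0456), and Nlrp3 (0.0129) in RV. Without the block and adjusted over the 10 genes alone, 7 in LV and 9 in RV had an adjusted p under 0.1. Il6 (ENSMUSG00000025746.11; chromosome 5 of GRCm38, 30013114 to 30019981) rose from 10.8 ± 6.89 CPM (SD, n = 3) at 0 h to 204 ± 54.4 CPM at 8 h in LV, a log2 fold change of 4.24 (standard error 0.51; edgeR adjusted p = 0.00614, block 0.00444). In RV it rose from 6.13 ± 1.85 to 315 ± 68.3 CPM, a log2 fold change of 5.68 (standard error 0.45; edgeR adjusted p = 5.4e-04, block 1.9e-04). Tnf (ENSMUSG00000024401.14; chromosome 17 of GRCm38, 35199381 to 35202007) was 44.1 ± 33.8 CPM at 0 h, 73.9 ± 12.4 at 4 h, and 42.6 ± 9.42 at 8 h in LV. Its change at 8 h did not exceed the spread between replicates (log2 fold change -0.054, edgeR adjusted p = 0.955, block 0.835). Il1b (ENSMUSG00000027398.13; chromosome 2 of GRCm38, 129364570 to 129371139) had log2 fold changes at 8 h of 0.31 in LV and 1.33 in RV, neither of which was called without the block (edgeR adjusted p = 0.629 and 0.146; block 0.446 and 0.0427). The log2 fold change of Pycard at 8 h was 0.051 in LV and -0.0079 in RV.
The difference between LV and RV in the change from 0 h to 8 h was tested in the model of all libraries. Without pairing, 0 of the 10 genes passed an adjusted p of 0.1, and 9 of the 10 had the larger increase in RV. With same-numbered LV and RV libraries as a replicate block, 4 genes passed, all with the larger increase in RV. The correlation across genes of the deviations of same-numbered libraries was 0.60 at 8 h and 0.44 at 0 h. The paired difference was -1.18 for Tnf (edgeR adjusted p = 0.00941), -1.33 for Il6 (adjusted p = 0.0317 from the same test), -0.88 for Ccl2 (0.0156), and -0.84 for Myd88 (0.00255). For Il1b it was -0.91 (edgeR adjusted p = 0.122), and for Nlrp3 -0.51 (0.308). None of the 10 genes passed with the larger increase in LV.

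**Figure D2:**
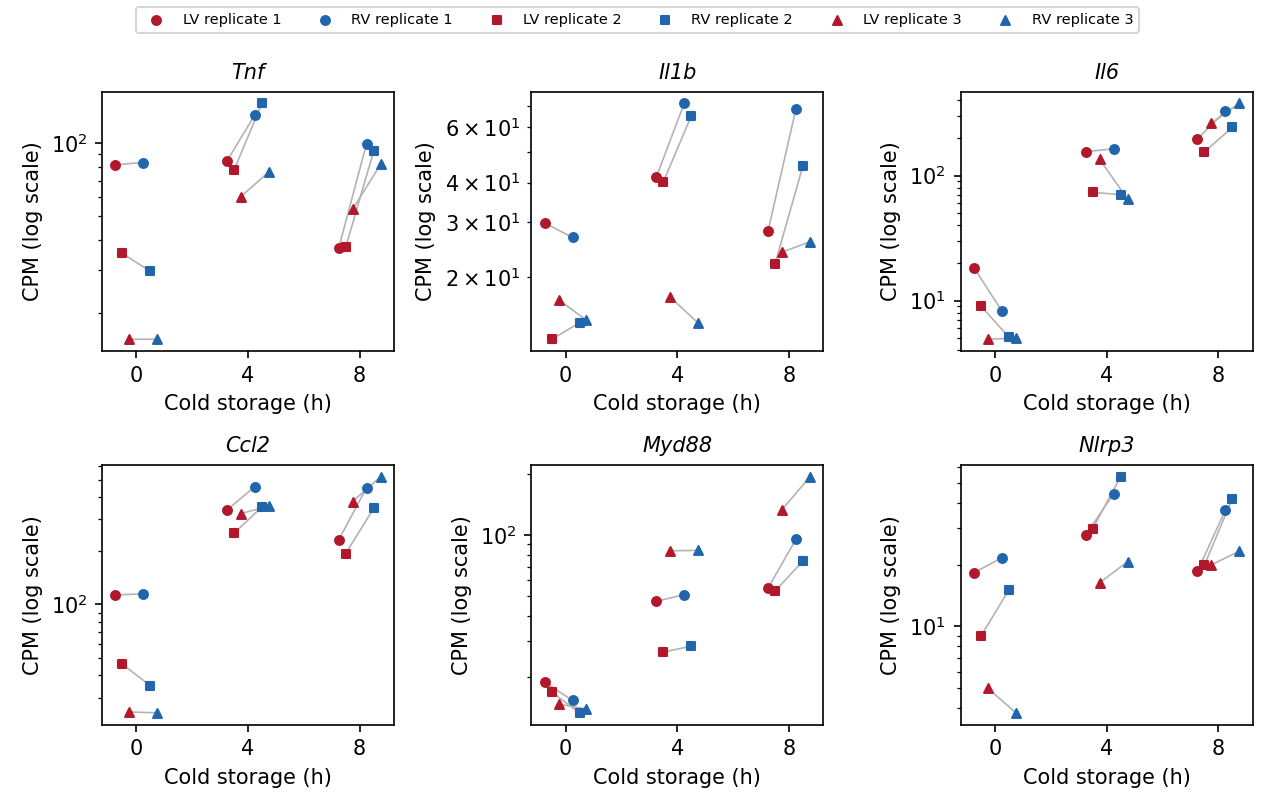
Levels of Tnf, Il1b, Il6, Ccl2, Myd88, and Nlrp3 in each library (CPM, log axis) by hours of cold storage, with LV and RV libraries of the same replicate number joined by a line. Il6 and Ccl2 rose after storage in both ventricles, and at 8 h the levels of Tnf were higher in RV than in LV.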

While differential inflammatory responses to murine heart preservation was demonstrated at the protein level, we did not see mirrored differences at the transcript level. Identification of posttranslational regulatory processes is needed to better understand the relation of inflammatory transcript to protein expression.

Corroborating murine findings with human preserved heart, we observed that inflammasome components Nlrp3 and cleaved IL‐1β‐p17 were similarly selectively upregulated in the LV during static cold CIS. Expression of TNFα, MCP1, and IL‐10 was also selectively upregulated in the LV with prolonged 8 h CIS compared with the RV. Similar to murine findings, IL‐6 was upregulated to a similar degree in both ventricles with increasing CIS. This finding is in agreement with greater transcriptomic expression of inflammatory signaling pathways in the LV compared with the RV during CIS as outlined in our previous study (Lei et al., 2020). Therefore, our murine model bears significant resemblance to human donor heart cold storage responses. It is also important to recognize that human donor hearts were obtained from a brain death setting and is likely associated with systemic inflammatory responses from death related release of circulating inflammatory mediators induced by the ischemic brain (Barklin, 2009).

Future studies are needed to examine the effects of specific inflammatory mediators on the cardiac CIS‐reperfusion process using targeted genetic models. Furthermore, identification of the cellular source of cytokines and chemokines is needed. Native donor cardiac cellular responses we demonstrate in this study likely includes vascular cells (i.e., vascular smooth muscle cells, endothelial cells), cardiomyocytes, fibroblasts as well as “passenger” leukocytes (Benichou & Thomson, 2009).

Inflammatory responses to CIS‐reperfusion had a magnitude related to CIS duration. Therapeutic strategies to improve donor heart function following transplantation likely needs to be applied as close to the time of procurement as possible. This has the greatest likelihood to minimize injurious inflammatory and cell death responses that have already occurred in the donor heart during CIS and likely to amplify following reperfusion in the recipient. It is important to note that while inflammatory responses and cell death are greater in the LV, the upstream RV will bear the consequences of raised afterload from compromised LV function. Thus, the clinical manifestation of RV failure posttransplantation is likely a combination of both biological responses to CIS‐reperfusion and the unique hemodynamic workloads imposed on the RV.

Our study is limited by functional studies that were isolated to murine heart. Future studies would benefit from examining differences in cardiac functional response to preservation in large animal (e.g., pigs) and human hearts to promote translation of findings to the clinical setting. Furthermore, a working heart ex‐vivo perfusion or heart transplant model will allow greater understanding on how suboptimal LV preservation impacts the downstream RV function since the two ventricles function in a series circuit. Our study does not define the mechanisms by which LV and RV preservation differs. Subsequent studies to address how differing embryonic origins of the two ventricles impact preservation injury through defining discrete molecular pathways would greatly benefit our ability to design corresponding mitigating therapies for cardiac preservation.

In summary, our study demonstrates that donor heart CIS‐reperfusion in native cardiac cells induced expression of IL‐1β, MyD88, TNFα, IL‐6, MCP1, and inflammasome components. Inflammatory responses tend to be greater in the LV compared with the RV. LV contractility and relaxation also degraded to a greater degree. Furthermore, important similarities in cardiac inflammatory responses to preservation exist between human and murine donor hearts. Future molecular therapies targeting inflammation at the time of donor organ procurement may improve transplant graft function.

## CONFLICTS OF INTEREST

The authors have no conflicts of interest. There are no relationships with industry and financial associations within the past 2 years that might pose a conflict of interest in connection with the submitted article.

## AUTHOR CONTRIBUTIONS

I.L. and P.C.T. were involved in conception and design of the research; I.L., and W.H. performed the experiments; I.L., and H.YK.L. analyzed the data; I.L., P.A.W., J.S.P., G.T., G.A., F.D.P., A.P.L., Z.W., R.M.M., M.C., J.P., Y.E.C., and P.C.T. interpreted the results of experiments; I.L., and P.C.T. prepared the figures; I,L. and P.C.T. drafted the manuscript; I.L., P.A.W., J.S.P., G.T., G.A., F.D.P., A.P.L., Z.W., R.M.M., M.C., J.P., Y.E.C., H.Y.K.L., and P.C.T. edited and revised the manuscript; I.L., W.H., P.A.W., J.S.P., G.T., G.A., F.D.P., A.P.L., Z.W., R.M.M., M.C., J.P., Y.E.C., H.Y.K.L., and P.C.T. approved the final version of the manuscript.

## Supporting information

Fig S1‐S2 Click here for additional data file.

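Table S1 lists the differentially expressed genes of each ventricle after 4 and 8 h against 0 h, with a mean of normalized counts, a log2 fold change and its standard error from DESeq2. Its log2 fold changes are positive for genes with more counts at 0 h, and were read here with the sign turned so that a positive value means higher after storage. The copy of Table S1 read here ends within the list of RV after 8 h, so that the number of its higher genes was not used here. The paper's lists hold 1334 genes for LV at 4 h, 1011 for LV at 8 h, and 2183 for RV at 4 h. Of these, 1317, 997, and 2156 were tested in the libraries here, and 98.6%, 98.8%, and 98.8% of those changed in the same direction. The calls made here included 330 of the listed genes in LV at 4 h, 592 in LV at 8 h, and 1084 in RV at 4 h. The median absolute difference between the paper's log2 fold change and the one computed here was 0.47, 0.38, and 0.26 in these lists.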

Table S1 Click here for additional data file.

# Supplementary material for: Differential inflammatory responses of the native left and right ventricle associated with donor heart preservation
**Source:** Physiol Rep. 2021 Aug 26;9(17):e15004. doi: 10.14814/phy2.15004
**Supplement:** Supplementary file 1 — Fig S1‐S2

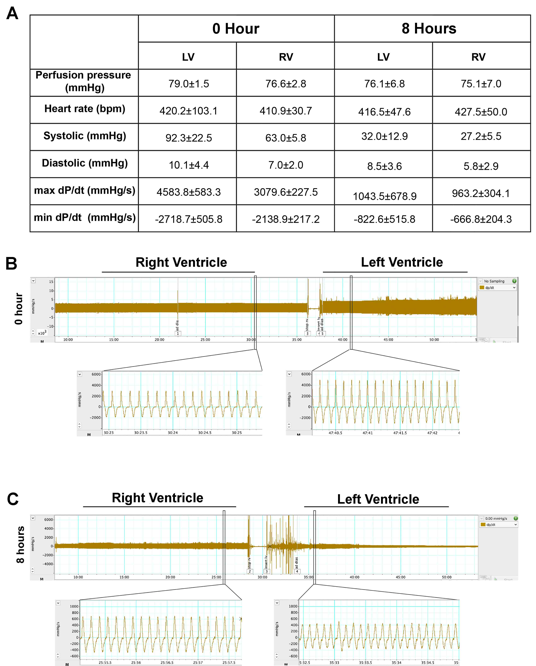
**Supplementary figure 1.** Ex-vivo perfusion hemodynamics are tabulated (a) including perfusion pressure, heart rate, ventricular cavitary pressure in systole and diastole as well as maximum (max) and minimum (min) dp/dt. (b) The ratio of max and min dp/dt in the RV compared to the LV of the same heart at time 0h and 8h are shown. ***P<0.001, Wilcoxon ranked sum test. (c) Representative balloon transduced ventricular cavitary pressure tracings of the RV and LV are presented.

**
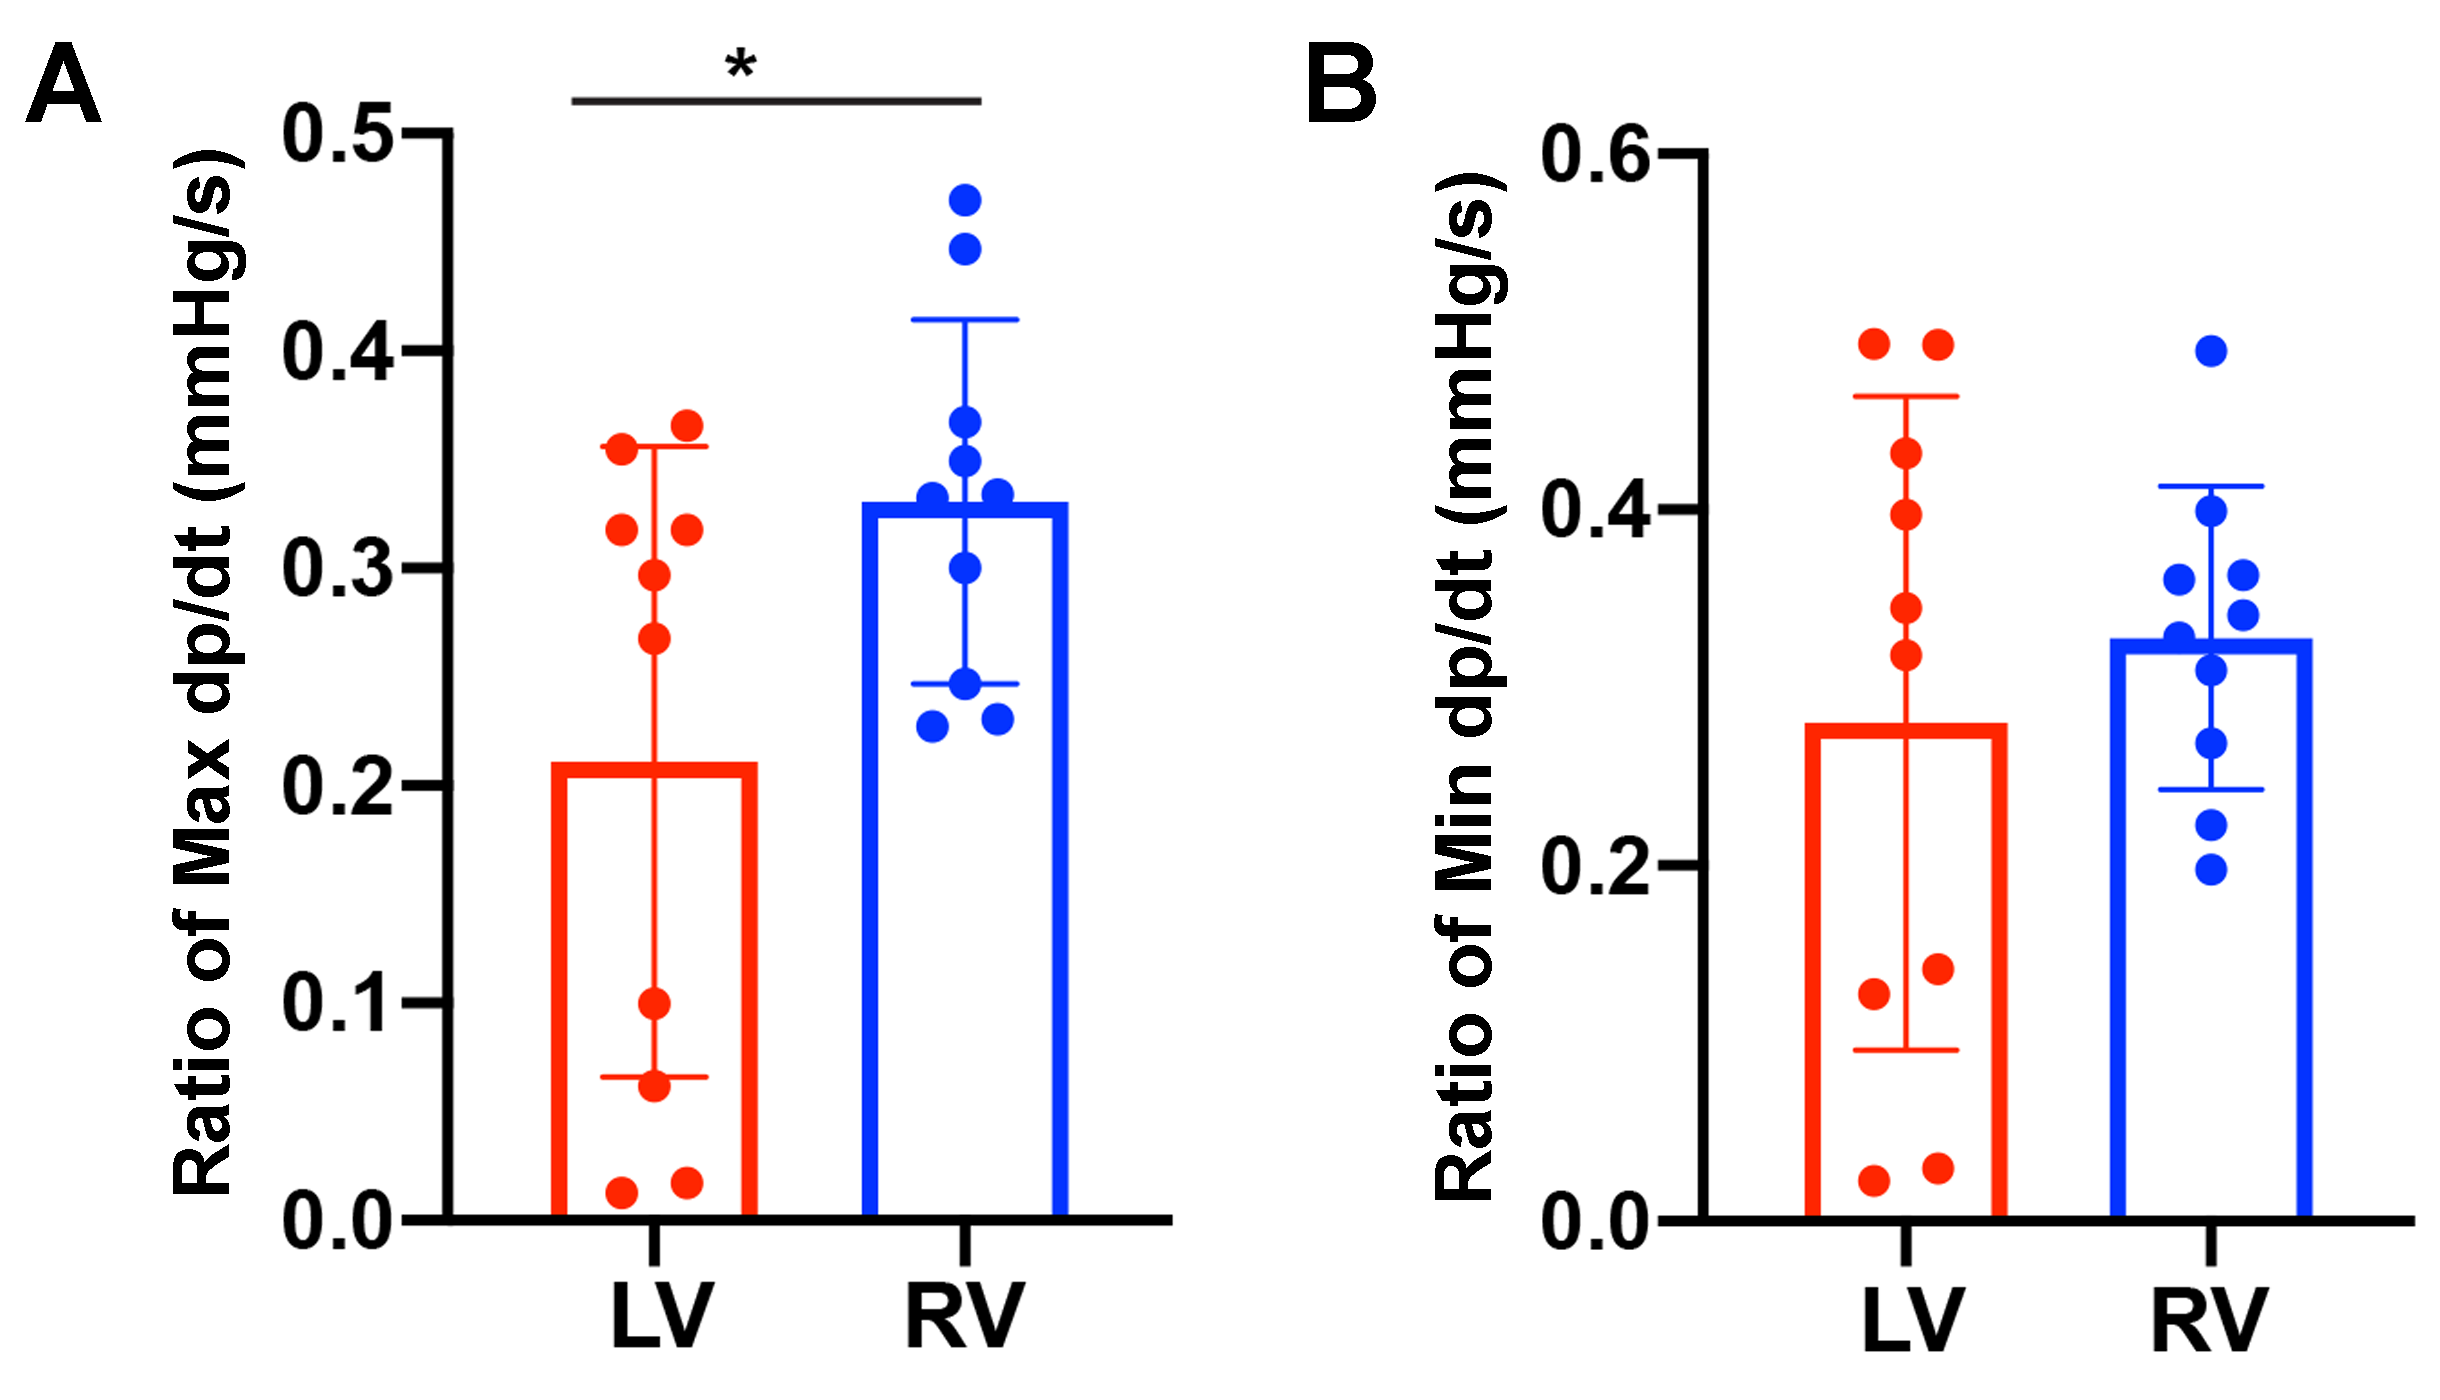
**

**Supplementary figure 2.** Murine donor hearts preserved in HTK with subsequent ex-vivo reperfusion­. The 8 over 0 hour ratio of balloon transduced intracavitary pressures from the LV (red) and RV (blue). n=10-11 at each time point.

# Supplementary material for: Differential inflammatory responses of the native left and right ventricle associated with donor heart preservation
**Source:** Physiol Rep. 2021 Aug 26;9(17):e15004. doi: 10.14814/phy2.15004
**Supplement:** Supplementary file 2 — Table S1

LV4h vs LV0h DEGs

LV8h vs LV0h DEGs

RV4h vs RV0h DEGs

RV8h vs RV0h DEGs

[truncated: 31,830 more chars]

How the deposited data were processed for this re-analysis (not part of the article)

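The transcriptomic data cover 18 libraries of mouse hearts, 3 for each of LV and RV after 0, 4, and 8 h of cold storage with 60 min of reperfusion. The condition and replicate number of each library were taken from its label. The labels and the text differ in the age of the mice, the volume of HTK, and details of library preparation, and neither was used in a calculation. The paper states that mice of both sexes were used, and the labels used here give no sex. The western blot, staining, hemodynamic, and human data were not analysed here.
For each library the authors deposited estimated counts (expected_counts) per transcript, computed with Kallisto by pseudoalignment to GRCm38 transcripts and not normalized between libraries. The authors deposited beside them TPM values (tpm), scaled within each library, and the length and effective length of each transcript. The TPM values were not used for tests, and the lengths entered only the length offsets. The counts were summed to genes with the GENCODE M21 annotation by transcript identifier, and 1259 of the 111462 transcripts had no match and were left out. The range of total counts per library limits the precision of genes with few counts, and the estimated counts are not independent molecules, so that the tests rest on the spread between libraries.
Genes were filtered with filterByExpr, normalized by TMM, and tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with a Benjamini-Hochberg adjusted p under 0.1 and a fold change over 1.5 for a call. The comparisons of 4 h and 8 h with 0 h and of 8 h with 4 h used the 9 libraries of a ventricle, and those between ventricles and of the difference in their changes used all 18 libraries. Gene sets were 6 Reactome sets distributed with fgsea 1.28.0 and 2 hand-written lists of interferon-induced and TNF-related genes, tested with fgsea and with camera of limma 3.58.1 at an inter-gene correlation of 0.01. Of the 579 members of Innate Immune System, 561 were matched to the genes in the files. GO annotation was not used here. Python 3.11.15 with pandas 2.3.3 and numpy 2.4.6 was used for the summing of transcripts.
The named genes were those of proteins the paper measured, 5 interferon-induced genes, and clock and sex-linked genes. For each ventricle they also held the 5 genes with the largest increase and the 5 with the largest decrease at 8 h. These came from genes called in the same direction at both storage times with sufficient level. Every stored library also had to lie beyond every 0 h library, and pseudogenes and genes with provisional names were left out. One planned gene is not reported here. These rules, the comparisons, the tests and most alternatives were set before the data were examined. The clock and sex-linked genes, however, were chosen because they stood out in Table S1 of the paper, a result of the same study. The alternatives were DESeq2 1.42.0 with and without transcript-length offsets, edgeR with length offsets, RLE size factors, no filter on low counts, other thresholds, other selections of libraries in the fit, mitochondrial genes left out, the replicate block, other rankings and tests of gene sets, another background, and each library left out in turn. Xist expression was planned as a covariate and could not be used, because the transcripts quantified in the files do not include it, and the summed log2 CPM of 4 Y-linked genes was used in its place after the data had been seen. The replicate block in the over-representation test, the comparisons with Table S1, the leaving out of whole hearts, and the number of 100 arrangements drawn were also chosen after data had been seen.
Pairing rests on the replicate numbers of the labels, because the text states that both ventricles of a heart were collected but does not state that a number names a heart. For comparisons of storage times, hearts differ. Same-numbered libraries at 4 h and 8 h were alike in the Y-linked gene Ddx3y. It was low in replicate 3 at both times (1.49 and 2.48 CPM in LV, 1.73 and 1.6 CPM in RV). At 0 h it was low in replicate 2 (1.71 CPM in LV and 1.82 CPM in RV). For numbers 2 and 3 the block thus joined stored and 0 h libraries that differed in this gene. What else same-numbered libraries share was not identified. Same-numbered libraries were checked for shared deviations, and the correlation exceeded 0.1 on average, so that results with the block are given beside those without it. For comparisons with 0 h the block may understate the spread, because 0 h libraries shared less with stored ones than these did with each other.
The tests were run on simulated data with known changes, all well above the fold threshold. DESeq2 called 97% of the changed genes, and 31% of its calls were unchanged genes. In the same simulation no gene was changed at 4 h, and edgeR called 0 genes at 4 h against 0 h. For the difference between LV and RV in their changes, edgeR called 31.5% of the changed genes without the replicate block and 94% with it, in simulated libraries to which a shared deviation of each heart had been added and whose dispersion had been lowered. A simulated gene set with changes had an NES of 3.44 and one without had -0.64.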

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

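The tests of white blood cell, atrial, and endothelial genes, of a shared storage response, of Y-linked expression, of red cell, immediate-early, and heat-shock genes, of a running clock, and of the mitochondrial share were chosen after the results had been seen.
The change from 0 h to 8 h differed between LV and RV for 862 genes when LV and RV libraries of the same number were taken as 1 heart, 150 toward LV and 712 toward RV, and the change from 0 h to 4 h differed for 46 genes. Without pairing, 0 genes differed at 8 h and 0 at 4 h, with 628 and 158 genes at an unadjusted p under 0.05. Of the 710 genes toward RV that were tested in RV, 598 were called higher in RV at 8 h and 219 in LV. After correction for GC content and gene length, 705 genes pointed toward RV. After thinning of all libraries to the smallest library size 692 did so, with RLE normalization 768, and with mitochondrial transcripts left out 723. The fewest genes toward RV when one heart was left out were 497. None of these explanations accounted for the genes toward RV. The 150 genes toward LV were less stable. They ran from 48 to 298 when one heart was left out. They numbered 124 after the GC and length correction and 127 with RLE normalization.
The remaining explanations were tested through lists of genes, each compared with 10000 random lists of matched expression. The median of the endothelial list lay at percentile 56.4. The white blood cell list lay at percentile 12.4, but only 10 of its 16 genes could be tested, so white blood cells are not excluded. The atrial list lay at percentile 99.99, with a median difference of 0.57 over 5 genes, and the red cell list, as a measure of blood left in the samples, at percentile 99.86, with 0.79. Both shifts were toward LV, opposite to the 712 genes, so they do not account for these genes. Without pairing, 3 of 5 atrial and 5 of 5 red cell genes pointed toward LV. In the paired fit no gene of these lists had an edgeR adjusted p under 0.1, even when adjusted over its list. Whether the tissue samples differ in composition is thus left open.
Genes that respond to handling of the tissue were shifted most. The immediate-early list lay at percentile 0, with a median of -1.59, and the heat-shock list at percentile 0, with -0.84, both toward RV. The interferon-induced list (median -0.66) and the TNF-related list (-0.53) also lay at percentile 0. The percentile therefore does not set the handling lists apart from these. In the paired fit 20 of 20 immediate-early and 7 of 12 heat-shock genes were called toward RV, and without pairing 0 and 0 had an adjusted p under 0.1 in edgeR, while 20 and 11 pointed toward RV. At 0 h, all 20 immediate-early and all 12 heat-shock genes were higher in LV than in RV, with median log2 differences of 0.51 and 0.38, so part of the shift comes from an opposite difference at 0 h. In the change to 4 h, 20 immediate-early genes pointed toward RV and 8 heat-shock genes toward LV. A difference in handling of LV and RV may therefore contribute, and so may a stress response that belongs to storage itself.
Of the genes called in LV at 8 h, 79.2% changed further in the same direction in RV, while 3.95% of the genes called in RV changed further in LV, which is consistent with the same storage response being larger in RV. This remains beside handling of the tissue and white blood cells, from which the pattern cannot be told apart.
Other splits were made by swapping LV and RV within hearts. For the paired difference at 8 h, 2 of 32 splits gave as many genes, the real one included, and the other, with LV and RV swapped in every 8 h heart, gave 1706 genes. Splits that swapped only 0 h hearts gave between 430 and 662 genes. At 4 h, 2 of 32 splits gave as many genes, and the other gave 921. A swap of every 8 h heart or every 4 h heart turns the comparison into the sum of the ventricle differences at both times, so those splits keep differences between ventricles that the real one removes. Without pairing, 32 of 32 splits at 8 h and 32 of 32 at 4 h gave as many genes, since no gene was called. In the paired fits the split that exceeded the real one is thus not free of ventricle differences, and a share of 2 in 32 leaves open whether the counts exceed chance.
Innate Immune System was shifted toward RV in the difference of the changes, with an NES of -1.85 at 8 h and -1.72 at 4 h without the block and -1.99 and -1.79 with the replicate block. An enrichment score as far from 0 was found in 1 of 32 splits at 8 h and in 2 of 32 at 4 h, the real one included. The shift at 8 h may reflect a larger transcriptional response of innate immune genes in RV, but it shares the explanations by handling and white blood cells given for the single genes, and the paper describes the opposite direction at the protein level.
Clock genes, which are not discussed in the paper, changed in both ventricles, with 8 of 16 called at 8 h in LV and 9 of 16 in RV. The list was chosen because clock genes stood out in Table S1 of the paper. Neither these counts nor the splits below are therefore independent support. The clock genes were read in hand-written groups. The first held Per1, Per2, Per3, Nr1d1, Nr1d2, Ciart, Bhlhe41, Cry2, Dbp, Tef, and Hlf. Its median log2 fold change at 8 h was -1.21 in LV and -0.91 in RV. The second held Arntl, Npas2, Clock, Nfil3, and Cry1, with medians of 1.21 and 1.89. After correction for GC content and gene length, 8 and 9 clock genes were called, and with Y-linked expression as covariate, to allow for an uneven sex of the mice between groups, 11 and 10. The number of clock genes called at both storage times was reached by 4 of 100 splits of the 9 libraries in LV and 4 of 100 in RV, the real one included, and 4 of the 100 splits kept the 0 h libraries together. Splits that moved a 0 h library called 0 clock genes at both times. Among the first 60 splits drawn, 3 in LV and 3 in RV reached the number, a share of 0.05, before 100 were drawn. Whether a clock kept running during storage was tested by the median ratio of the size of the change from 4 h to 8 h to that from 0 h to 4 h. It was 0.0972 in LV and 0.105 in RV over the clock genes called at 8 h, whose selection favors a large earlier change. Over all clock genes tested it was 0.333 and 0.172. At 8 h against 4 h, 9 of the 11 genes of the first group were lower in LV, with a median log2 fold change of -0.31, and 8 in RV. A clock that keeps running is thus not excluded. The time of day at which hearts were collected is not named in the labels or the text, and a difference in collection time between 0 h hearts and stored hearts may explain the pattern and was not tested.
Genes of the mitochondrial genome, which the paper does not discuss, took 33.3% ± 1.23 (SD, n = 3) of the counts in LV at 8 h against 26.1% ± 2.1 at 0 h, and 33.7% ± 0.434 against 27.3% ± 4.99 in RV. Every 8 h library lay above every 0 h library in both ventricles (exact, 2-sided permutation test, p = 0.1 in LV and 0.1 in RV, the smallest p that 3 against 3 allow). The library sizes of the same groups overlapped in both ventricles (exact permutation test, p = 0.6 and 0.8). With 3 against 3 libraries this test cannot exclude a difference in size. At 4 h the share was 25.9% in LV and 26.9% in RV. The lowest share at 8 h was 32% in LV and 33.3% in RV, above the highest at 0 and 4 h, 28.3% and 32.6%. Over all arrangements of the 9 libraries into the 3 storage times, the exact permutation p of the F ratio was 0.0357 in LV and 0.0893 in RV, without adjustment for the 2 ventricles.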

How the results depend on the processing

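Y-linked expression as covariate, and the replicate block in the over-representation test, were chosen after the data had been seen. Of 15 planned settings, edgeR with length offsets, no low-count filter, no fold threshold, mitochondrial genes left out, and the other background of the over-representation test kept every count within 1.5 times the reported one and every set on its side of the threshold, where they were run. Xist as covariate was not run, because the transcripts quantified in the files do not include it.
The enrichment of Innate Immune System at 4 h and 8 h against 0 h kept its direction and its side of the threshold in both ventricles under every setting run, and its NES ran over 1.88 to 2.08 and 1.88 to 2.11 at 4 h and 8 h in LV and over 2.00 to 2.13 and 2.01 to 2.17 in RV across the fits that each left out 1 library. Its shift toward RV at 4 h and at 8 h, and in both differences of the changes, also kept its direction and side in every setting run. The numbers of differentially expressed genes were less stable, and the cause was not tested for any of the changes that follow.
With DESeq2's Wald test and length offsets, the gene counts, with the reported ones in parentheses, were 712 higher and 210 lower for LV 4 h against 0 h (349 and 58), 361 lower for LV 8 h against 0 h (183), and 20 higher and 79 lower for LV 8 h against 4 h (0 and 0). They were 22 higher and 23 lower for LV against RV at 0 h (11 and 13), 6 higher and 9 lower for LV against RV at 4 h (0 and 2), and 33 higher and 114 lower for LV against RV at 8 h (2 and 3). Others were 567 higher and 81 lower at both times in LV (300 and 28), 33 higher and 19 lower for RV 8 h against 4 h (0 and 0), and 501 higher and 52 lower at both times and shared by LV and RV (279 and 19). The remaining ones were 1 higher and 2 lower for the difference in the change to 8 h (0 and 0). In the same setting, log2 fold changes of the opposite sign were 0.13 for Nr1d2, RV 4 h against 0 h (-0.0615), -0.0525 for Pycard, LV 8 h against 0 h (0.0515), and 0.27 for Pycard, RV 8 h against 0 h (-0.00789). So were -0.31 for Pycard, the difference in the change to 8 h (0.0714). Gene set values on the other side of 0, 1, or the threshold were 1.13 for LV 8 h against 4 h: Innate Immune System (-0.82), 2.18 for RV over-representation: Inflammasomes (0.87), and 1.28 for LV against RV at 0 h: Innate Immune System (1.10). With DESeq2 and no length offsets, the counts were 694 higher and 219 lower for LV 4 h against 0 h (349 and 58), 340 lower for LV 8 h against 0 h (183), and 8 higher and 63 lower for LV 8 h against 4 h (0 and 0). Further counts were 29 higher and 14 lower for RV 8 h against 4 h (0 and 0).
With RLE size factors, the counts were 0 higher and 0 lower for LV against RV at 8 h (2 and 3). In the same setting, log2 fold changes of the opposite sign were 0.0305 for Pycard, RV 8 h against 0 h (-0.00789). With Y-linked expression as covariate, the counts were 543 higher and 110 lower for LV 4 h against 0 h (349 and 58), 22 higher and 24 lower for LV against RV at 0 h (11 and 13), and 2 higher for LV against RV at 4 h (0). They were 15 higher and 37 lower for LV against RV at 8 h (2 and 3), 466 higher at both times in LV (300), and 33 lower at both times and shared by LV and RV (19). In the same setting, log2 fold changes of the opposite sign were -0.0108 for Cry2, RV 4 h against 0 h (0.00399) and 0.29 for Ddx3y, LV 8 h against 0 h (-0.0911). Gene set values on the other side of 0, 1, or the threshold were 1.12 for LV 8 h against 4 h: Innate Immune System (-0.82).
With an absolute log2 fold change of at least 0.7, the counts were 100 lower for LV 8 h against 0 h (183). With an adjusted p under 0.05, the counts were 163 higher and 15 lower for LV 4 h against 0 h (349 and 58), 421 higher and 61 lower for LV 8 h against 0 h (795 and 183), and 3 higher and 3 lower for LV against RV at 0 h (11 and 13). There were also 0 lower for LV against RV at 4 h (2), 0 higher and 0 lower for LV against RV at 8 h (2 and 3), and 549 higher and 252 lower for RV 4 h against 0 h (902 and 572). Then there were 379 lower for RV 8 h against 0 h (769).
With all 18 libraries in one fit, the counts were 100 lower for LV 4 h against 0 h (58) and 1 lower for RV 8 h against 4 h (0). With camera, the adjusted p was 0.684 for LV 8 h against 4 h: Innate Immune System (NES -0.82) and 0.156 for RV 8 h against 4 h: Innate Immune System (NES 1.46), with the set shifted upward in both.
With length offsets in edgeR, log2 fold changes of the opposite sign were 0.13 for Nr1d2, RV 4 h against 0 h (-0.0615), -0.0398 for Pycard, LV 8 h against 0 h (0.0515), and 0.25 for Pycard, RV 8 h against 0 h (-0.00789). So were -0.29 for Pycard, the difference in the change to 8 h (0.0714). With only the 6 libraries of the comparison, the counts were 526 higher and 91 lower for LV 4 h against 0 h (349 and 58), 90 lower for LV 8 h against 0 h (183), and 0 lower for LV against RV at 4 h (2). They were 0 higher and 0 lower for LV against RV at 8 h (2 and 3) and 414 lower for RV 8 h against 0 h (769).
With genes ranked by log2 fold change, gene set values were 1.16 for LV 8 h against 4 h: Innate Immune System (-0.82) and -0.70 for LV against RV at 0 h: Innate Immune System (1.10). With the replicate block, the counts were 562 higher and 100 lower for LV 4 h against 0 h (349 and 58), 361 lower for LV 8 h against 0 h (183), and 1 lower for LV 8 h against 4 h (0). There were also 126 higher and 153 lower for LV against RV at 0 h (11 and 13), 126 higher and 165 lower for LV against RV at 4 h (0 and 2), and 339 higher and 986 lower for LV against RV at 8 h (2 and 3). Then there were 489 higher and 46 lower at both times in LV (300 and 28), 1288 lower for RV 8 h against 0 h (769), and 451 higher and 31 lower at both times and shared by LV and RV (279 and 19). Finally there were 6 higher and 40 lower for the difference in the change to 4 h (0 and 0) and 150 higher and 712 lower for the difference in the change to 8 h (0 and 0). In the same setting, log2 fold changes of the opposite sign were -0.00649 for Cry2, RV 4 h against 0 h (0.00399), -1.14 for Ddx3y, LV 4 h against 0 h (0.30), and -1.10 for Ddx3y, RV 4 h against 0 h (0.58). So were -1.26 for Ddx3y, RV 8 h against 0 h (0.40), 0.00707 for Pycard, LV 4 h against 0 h (-0.0414), and 0.18 for Tnf, LV 8 h against 0 h (-0.0541). Gene set values on the other side of 0, 1, or the threshold were 1.02 for LV 8 h against 4 h: Innate Immune System (-0.82), 2.56 for RV over-representation: Inflammasomes (0.87), and 1.22 for LV against RV at 0 h: Innate Immune System (1.10).
Across the fits that each left out 1 library, the counts of genes ran from 14 to 669 higher and 1 to 166 lower for LV 4 h against 0 h and 130 to 1422 higher and 12 to 506 lower for LV 8 h against 0 h. Counts ran from 0 to 8 lower for LV 8 h against 4 h and 0 to 16 higher and 0 to 22 lower for LV against RV at 0 h. They ran from 0 to 1 higher and 0 to 3 lower for LV against RV at 4 h and 0 to 76 higher and 0 to 286 lower for LV against RV at 8 h. The ranges were 14 to 320 higher and 1 to 59 lower at both times in LV and 235 to 1219 higher and 79 to 847 lower for RV 4 h against 0 h. Counts ran from 1025 to 2625 higher and 238 to 2018 lower for RV 8 h against 0 h and 225 to 987 higher and 64 to 409 lower at both times in RV. In these fits log2 fold changes against 0 h that changed sign ran from -0.64 to 0.046 for Bhlhe41, LV 8 h against 0 h, -0.23 to 0.22 for Bhlhe41, RV 8 h against 0 h, -0.16 to 0.14 for Cry2, RV 4 h against 0 h, and -0.21 to 0.0052 for Cry2, RV 8 h against 0 h. Others ran from -0.27 to 0.88 for Ddx3y, LV 4 h against 0 h, -0.66 to 0.49 for Ddx3y, LV 8 h against 0 h, -0.17 to 1.02 for Ddx3y, RV 8 h against 0 h, and -0.28 to 0.11 for Nr1d2, RV 4 h against 0 h. The range was -0.034 to 0.41 for Per1, LV 4 h against 0 h, -0.42 to 0.0091 for Per1, LV 8 h against 0 h, -0.27 to 0.17 for Pycard, LV 4 h against 0 h, and -0.19 to 0.27 for Pycard, LV 8 h against 0 h. It was also -0.066 to 0.19 for Pycard, RV 4 h against 0 h, -0.10 to 0.11 for Pycard, RV 8 h against 0 h, and -0.46 to 0.74 for Tnf, LV 8 h against 0 h. The differences between LV and RV in the change from 0 h to 8 h that changed sign ran from -1.48 to 0.99 for Casp1, -1.74 to 0.019 for Ccl2, -2.24 to 0.97 for Cxcl10, and -1.07 to 0.25 for Gsdmd. Further ranges were -2.40 to 0.15 for Ifit1, -2.60 to 1.14 for Ifit3, -1.14 to 0.089 for Il10, and -2.50 to 0.78 for Irf7. The last were -2.37 to 0.25 for Isg15, -1.0 to 0.16 for Nlrp3, and -0.17 to 0.29 for Pycard. Gene set NES that changed sign or side ran from -1.14 to 1.25 for LV 8 h against 4 h: Innate Immune System, -1.13 to 1.75 for LV 8 h against 4 h: TNF-related genes, and -2.39 to 3.72 for LV 8 h against 4 h: interferon-induced genes. Other NES ran from -1.02 to 3.79 for RV 8 h against 4 h: interferon-induced genes, -0.85 to 1.50 for LV against RV at 0 h: Innate Immune System, and -1.48 to 2.25 for LV against RV at 0 h: TNF-related genes. NES also ran from -0.88 to 1.44 for LV against RV at 0 h: interferon-induced genes, -3.45 to 3.16 for LV against RV at 4 h: interferon-induced genes, and -3.34 to 2.56 for LV against RV at 8 h: interferon-induced genes. The remaining NES ran from -3.51 to 2.88 for the difference in the change to 4 h: interferon-induced genes and -3.28 to 2.28 for the difference in the change to 8 h: interferon-induced genes.
Of 1179 comparisons of single genes and other sets with their reported result across settings, 1080 kept direction and side, 11 became weaker, 69 stronger, and 19 reversed. With 1 library left out, 1942 of 2250 kept both, 212 became weaker, 35 stronger, and 61 reversed. The interferon results between ventricles changed sign in fits without pairing that left out a library and kept its same-numbered partner. The replicate block also brought TNF-related genes in LV at 8 h against 4 h and Inflammasomes in RV at 4 h against 0 h under the adjusted p of 0.1 in fgsea. With the block, the interferon-induced genes passed it too in LV against RV at 0 h, toward LV. Their NES was 2.18 (fgsea adjusted p = 3.4e-06) with the block and 1.06 (fgsea adjusted p = 0.538) without the block. Library size did not account for the counts, since thinning to the smallest library left 973 genes called in LV and 2603 in RV at 8 h.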

Differences from the paper's values

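The designs with Y-linked counts and the runs on subsets of libraries that are given at the end were chosen after the values of Table S1 had been seen. The signs of the paper's log2 fold changes were turned so that positive means higher after storage, and its errors are standard errors.
The paper's Table S1 gives 1005 genes higher in LV at 4 h, against 349 here. The count came within 1.5 times the paper's with DESeq2 with length offsets (712) and DESeq2 without length offsets (694). It did not with RLE size factors, an absolute log2 fold change of at least 0.7, an adjusted p under 0.05, all 18 libraries in one fit, edgeR with length offsets, no low-count filter, only the 6 libraries of the comparison, the replicate block, and mitochondrial genes left out. The paper's Table S1 gives 329 genes lower in LV at 4 h, against 58 here. None of the alternatives set before the data were examined closed the gap. The paper's Table S1 gives 1488 genes higher in RV at 4 h, against 902 here. This list of the paper reaches down to an absolute log2 fold change of 0.38, under the threshold used here, and at 0.7 or more it holds 1227 higher genes, within 1.5 times the count here. The count came within 1.5 times the paper's with DESeq2 with length offsets (1184), DESeq2 without length offsets (1204), all 18 libraries in one fit (1072), only the 6 libraries of the comparison (1152), and the replicate block (1236). It did not with RLE size factors, an absolute log2 fold change of at least 0.7, an adjusted p under 0.05, edgeR with length offsets, no low-count filter, and mitochondrial genes left out. Leaving out RV 8 h replicate 2 and RV 8 h replicate 3 also brought it within that range. Y-linked expression as covariate, chosen after the values had been seen, brought it to 1042, also within that range.
The copy of Table S1 read here gives 477 genes lower in RV at 8 h, against 769 here. The copy ends within this list, so the paper's full count may be larger, and the comparisons with it hold for the copy. The count came within 1.5 times the paper's with RLE size factors (650), an absolute log2 fold change of at least 0.7 (569), an adjusted p under 0.05 (379), no low-count filter (631), and only the 6 libraries of the comparison (414). It did not with DESeq2 with length offsets, DESeq2 without length offsets, all 18 libraries in one fit, edgeR with length offsets, the replicate block, and mitochondrial genes left out. Leaving out RV 0 h replicate 1, RV 4 h replicate 1, RV 4 h replicate 2, RV 8 h replicate 1, and RV 8 h replicate 3 also brought it within that range. The paper's Table S1 gives 660 genes higher at both storage times in LV, against 300 here. The count came within 1.5 times the paper's with DESeq2 with length offsets (567) and the replicate block (489). It did not with RLE size factors, an absolute log2 fold change of at least 0.7, and no low-count filter. Y-linked expression as covariate, chosen after the values had been seen, brought it to 466, also within that range. The paper's Table S1 gives 85 genes lower at both storage times in LV, against 28 here. The count came within 1.5 times the paper's with DESeq2 with length offsets (81). It did not with RLE size factors, an absolute log2 fold change of at least 0.7, no low-count filter, and the replicate block. Leaving out LV 0 h replicate 1 also brought it within that range.
Of 67 log2 fold changes of named genes in Table S1, 66 had the same sign here, and 41 differed by more than the larger standard error. In LV at 4 h, the paper's log2 fold changes were 1.79 for Il1b against 0.73 here, 3.03 for Tnf against 0.74 here, 4.76 for Il6 against 3.48 here, and 4.07 for Ccl2 against 2.31 here. Also in LV at 4 h, the paper lists 4.24 for Il10 against 2.73 here, 2.81 for Nlrp3 against 1.19 here, -0.98 for Pycard against -0.041 here, and 3.09 for Ifit1 against 4.39 here. In addition it lists 2.14 for Ifit3 against 4.46 here, 1.34 for Irf7 against 2.81 here, 3.48 for Cxcl10 against 5.18 here, -0.97 for Per2 against -1.42 here, and -0.75 for Meox2 against -1.28 here. At 8 h in LV, the paper's log2 fold changes were 1.07 for Il1b against 0.31 here, 1.90 for Tnf against -0.054 here, 5.34 for Il6 against 4.24 here, and 3.55 for Ccl2 against 2.12 here. The paper lists for the same comparison 3.91 for Il10 against 2.52 here, 2.23 for Nlrp3 against 0.85 here, 3.31 for Ifit3 against 5.21 here, and 2.18 for Irf7 against 3.72 here. It adds -0.87 for Sox4 against -1.44 here.
For RV at 4 h, the paper gives 2.26 for Il1b against 1.44 here, 1.44 for Myd88 against 1.94 here, 2.31 for Tnf against 1.45 here, and 3.29 for Ccl2 against 2.74 here. It further gives 4.05 for Il10 against 2.68 here, 3.32 for Ifit1 against 5.04 here, 2.11 for Ifit3 against 4.67 here, and 1.46 for Irf7 against 3.23 here. Further values are 3.26 for Cxcl10 against 5.34 here, 4.06 for Mx1 against 5.56 here, 2.55 for Rsad2 against 5.00 here, 2.38 for Cxcl9 against 4.09 here, -2.78 for Dbp against -2.27 here, and 5.82 for Ddx3y against 0.58 here. For RV at 8 h, the paper gives 2.02 for Il1b against 1.33 here, 2.53 for Myd88 against 3.09 here, 1.78 for Tnf against 1.09 here, and -1.58 for Hspa12b against -2.18 here. Its other values there are -2.50 for Egfl7 against -2.0 here.
With the replicate block, the values of Ifit1, Ifit3, Irf7, and Cxcl10 in LV at 4 h, Ifit3 and Irf7 in LV at 8 h, Myd88, Ifit1, Ifit3, Cxcl10, Mx1, Rsad2, Cxcl9, and Dbp in RV at 4 h, and Myd88 and Tnf in RV at 8 h came within the larger standard error of the paper's. With DESeq2 with length offsets, edgeR with length offsets, and the replicate block, the values of Ccl2 in RV at 4 h came within the larger standard error of the paper's. With DESeq2 with length offsets and edgeR with length offsets, the values of Hspa12b in RV at 8 h came within the larger standard error of the paper's. With edgeR with length offsets and the replicate block, the values of Egfl7 in RV at 8 h came within the larger standard error of the paper's. Apart from the fits that each left out 1 library, none of the alternatives set before the data were examined closed the gap for some values. In LV these were Il1b, Tnf, Il6, Ccl2, Il10, Nlrp3, Pycard, Per2, and Meox2 at 4 h. At 8 h in LV they were Il1b, Tnf, Il6, Ccl2, Il10, Nlrp3, and Sox4. In RV they were Il1b, Tnf, Il10, Irf7, and Ddx3y at 4 h and Il1b at 8 h. In at least 1 of the fits that each left out 1 library, the values of Ifit1, Ifit3, Irf7, Cxcl10, Per2, and Meox2 in LV at 4 h, Il1b, Il6, Il10, Ifit3, and Irf7 in LV at 8 h, Il1b, Myd88, Tnf, Ccl2, Il10, Ifit1, Ifit3, Irf7, Cxcl10, Mx1, Rsad2, Cxcl9, and Dbp in RV at 4 h, and Il1b, Myd88, Tnf, Hspa12b, and Egfl7 in RV at 8 h came within that error. Y-linked expression as covariate, chosen after the values had been seen, brought Ifit1, Ifit3, Irf7, and Cxcl10 in LV at 4 h, Ifit3 and Irf7 in LV at 8 h, Myd88, Ccl2, Ifit1, Ifit3, Irf7, Cxcl10, Mx1, Rsad2, Cxcl9, and Dbp in RV at 4 h, and Myd88 in RV at 8 h within it.
Among the named genes that the paper lists, those not called here were Il1b, Myd88, Tnf, Nlrp3, Pycard, Ifit3, and Irf7 in LV at 4 h, Il1b, Tnf, and Nlrp3 in LV at 8 h, Il1b, Tnf, Nlrp3, Irf7, and Ddx3y in RV at 4 h, and Il1b, Tnf, and Nlrp3 in RV at 8 h. Of these, DESeq2 with length offsets called Myd88, Nlrp3, and Irf7 in LV at 4 h, Il1b, Tnf, Nlrp3, and Irf7 in RV at 4 h, and Il1b and Nlrp3 in RV at 8 h. The replicate block called Myd88, Ifit3, and Irf7 in LV at 4 h, Il1b, Tnf, Nlrp3, and Irf7 in RV at 4 h, and Il1b, Tnf, and Nlrp3 in RV at 8 h. Y-linked expression as covariate called Myd88 and Ifit3 in LV at 4 h, Il1b, Tnf, and Irf7 in RV at 4 h, and Il1b in RV at 8 h, as a setting chosen after the values had been seen. Some fits that left out 1 library called Myd88, Tnf, Nlrp3, Ifit3, and Irf7 in LV at 4 h, Nlrp3 in LV at 8 h, Il1b, Tnf, Nlrp3, and Irf7 in RV at 4 h, and Il1b and Tnf in RV at 8 h. No setting that was run called Il1b and Pycard in LV at 4 h, Il1b and Tnf in LV at 8 h, and Ddx3y in RV at 4 h.
The paper's text states that the innate immune genes were not enriched in LV against RV. Here they were shifted toward RV at 8 h, with an NES of -1.71 (-1.97 with the replicate block). The paper also states a response, with TNF and interferon signaling as examples, in proportion to the duration of storage, and here 0 genes were called at 8 h against 4 h in either ventricle (1180 in LV and 961 in RV at an unadjusted p under 0.05), while DESeq2 with length offsets called 20 higher and 79 lower in LV and 33 higher and 19 lower in RV. As sets, the interferon-induced genes were higher at 8 h than at 4 h in both ventricles (NES 2.81 in LV and 3.22 in RV), and the TNF-related genes in RV (NES 2.35). The interferon result changed sign in both ventricles when single libraries were left out without regard to replicate numbers. With the replicate block its NES was 3.14 in LV and 3.69 in RV.
The counts of Table S1 were also set against DESeq2 runs chosen after its values had been seen. With all 9 libraries, the replicate number in the design gave 867 higher and 268 lower genes in LV at 4 h and 1367 higher in RV at 4 h, and a factor with 2 levels of Y-linked counts gave 831 and 330 in LV and 1276 in RV. That factor with its interaction with storage time gave 525 and 52 in LV and 987 in RV. On subsets that held replicates 1 and 2 of the stored groups with replicates 2 and 3 of 0 h, 1018 higher and 384 lower genes were called in LV at 4 h, 869 and 345 in LV at 8 h, 1378 and 811 in RV at 4 h, and 1667 and 677 in RV at 8 h. Apart from RV at 8 h, for which the copy of the list read here is incomplete, these lie within 1.5 times the paper's counts. The lower genes in LV at 8 h are an exception. With all 0 h libraries and the same stored ones, the counts were 822 and 228 in LV at 4 h and 1258 and 707 in RV at 4 h. The subset runs closest in fold change held replicates 1 and 2 of the stored groups with 1 library of 0 h. It was replicate 3 in LV and replicate 2 in RV. At 4 h their median absolute log2 difference from Table S1 was 0.154 in LV and 0.106 in RV. With all 9 libraries it was 0.468 and 0.257 in DESeq2. None of the 7 subset runs gave the fold changes of Table S1. At most 11.7% of these lay within 0.02 on the log2 scale, in the closest run of RV at 4 h. The libraries behind Table S1 were thus not identified, and all libraries were kept.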

Other observations

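The tests of the spread between same-group libraries and of Table S1 were chosen after the results had been seen.
The storage response at 8 h was tested for technical sources. After correction for GC content and gene length, 882 genes were called in LV and 2678 in RV at 8 h against 0 h, and after thinning to the smallest library 973 and 2603, against 978 and 2665 as reported. Among the 4 splits of 6 libraries that part every same-numbered pair, the real one was the only one with as many genes in each comparison with 0 h, namely 1 of 4 in LV at 4 h, 1 of 4 in LV at 8 h, 1 of 4 in RV at 4 h, and 1 of 4 in RV at 8 h, and the other splits called 0 genes. At 8 h against 4 h, where 0 genes were called, 4 of 4 splits in LV and 4 of 4 in RV gave as many. These splits cannot give a share under 0.05, so chance is not excluded by them.
Over 100 arrangements of the 9 libraries into 3 groups with 1 library of each number, out of 108 possible, 1 in LV and 1 in RV gave as many genes called at both times, the real split included. Splits that moved a 0 h library gave at most 1 such gene in LV and 0 in RV. The smaller enrichment score of Innate Immune System was reached by 4 of 100 in LV and 1 of 100 in RV, where 4 of the 100 kept the 0 h libraries together. Among the first 60 arrangements drawn, 3 in LV reached it, a share of 0.05 before 100 were drawn. The arrangements that reached it in LV all kept the 0 h libraries together and exchanged only 4 h and 8 h libraries. The highest score after moving a 0 h library was 0.33 in LV and 0.36 in RV.
For LV against RV at a single storage time, swaps within hearts gave 1 of 4 splits with as many genes at 0 h, 1 of 4 at 4 h, and 1 of 4 at 8 h with the replicate block, and 1, 1, and 1 of 4 without it. The real split is always among them, and 4 splits cannot give a share under 0.05.
Interferon-induced genes varied widely between libraries of the same storage time. In every stored group only replicate 3 lay above the group mean, by 1.68 and 1.63 in LV and 1.79 and 1.65 in RV at 4 and 8 h. These libraries were also the stored ones low in Ddx3y. At 0 h, replicate 2 was low in Ddx3y but deviated by only 0.132 in LV and -0.0103 in RV. Over the 9 same-numbered pairs of LV and RV, the deviations of the list mean from the group mean had a Pearson correlation of 0.995 (exact permutation of numbers within storage times, p = 0.0046, the smallest that the arrangements can give; adjusted over 2 lists 0.0092). The Spearman correlation was 0.967 (permutation p = 0.0046), and the Pearson correlation was 0.972 without the 2 pairs farthest from the median. The remaining deviations were not centered anew and still carried the removed pairs. This value therefore cannot show whether the correlation rests on those pairs. For the TNF-related genes the correlation was 0.762 (permutation p = 0.019; Spearman 0.7, permutation p = 0.032; adjusted over 2 lists 0.019 and 0.032). It fell to 0.416 without the 2 pairs farthest from the median of that list, again not centered anew, so it may rest on them. The spread of the interferon-induced genes may therefore lie between hearts, or in steps that LV and RV of a number shared, and these cannot be told apart.
The Y-linked gene Ddx3y had a level of 1.71, 1.49, and 2.48 CPM in the LV libraries of 0 h replicate 2, 4 h replicate 3, and 8 h replicate 3, and between 68.2 and 100.5 CPM in the others. In Table S1 the paper lists Ddx3y in RV at 4 h with a log2 fold change of 5.82, which lies 3.42 standard errors from the value of all 9 libraries, 0.58. Table S1 may therefore rest on other libraries than the 9 per ventricle. The search over subsets of the libraries, with 1936 comparisons by base mean, each ventricle with and without length offsets, and 196 by fold change, identified none. By fold change, the closest subset in RV at 4 h was 0 h replicate 2 with 4 h replicates 1 and 2 (distance 0.0945, against 0.203 for all libraries). Ddx3y was 1.82 CPM in the former and 114 and 99.3 CPM in the latter. By base mean, the closest RV subsets also held 0 h replicate 1.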
